# IgG Immune Complexes Inhibit Naïve T Cell Proliferation and Suppress Effector Function in Cytotoxic T Cells

**DOI:** 10.3389/fimmu.2021.713704

**Published:** 2021-08-10

**Authors:** Wissam Charab, Matthew G. Rosenberger, Haridha Shivram, Justin M. Mirazee, Moses Donkor, Soumya R. Shekhar, Donjeta Gjuka, Kimberly H. Khoo, Jin Eyun Kim, Vishwanath R. Iyer, George Georgiou

**Keywords:** T cell activation proliferation and inhibition, Naive and memory T cells, T cell Fc Gamma Receptors (FcgR), T cell antibody receptors, IgG Immune Complexes (ICs), T cell non-canonical Fc Receptors, Antigen and Antibody Immune Complexes, T cell Fc Receptors

## Abstract

Elevated levels of circulating immune complexes are associated with autoimmunity and with worse prognoses in cancer. Here, we examined the effects of well-defined, soluble immune complexes (ICs) on human peripheral T cells. We demonstrate that IgG-ICs inhibit the proliferation and differentiation of a subset of naïve T cells but stimulate the division of another naïve-like T cell subset. Phenotypic analysis by multi-parameter flow cytometry and RNA-Seq were used to characterize the inhibited and stimulated T cells revealing that the inhibited subset presented immature features resembling those of recent thymic emigrants and non-activated naïve T cells, whereas the stimulated subset exhibited transcriptional features indicative of a more differentiated, early memory progenitor with a naïve-like phenotype. Furthermore, we show that while IgG1-ICs do not profoundly inhibit the proliferation of memory T cells, IgG1-ICs suppress the production of granzyme-β and perforin in cytotoxic memory T cells. Our findings reveal how ICs can link humoral immunity and T cell function.

## Introduction

IgG is the most abundant antibody isotype in serum, and presently all full-length therapeutic antibodies contain an IgG subtype Fc domain (1). When antibodies bind to multivalent antigens, they form immune complexes (ICs) decorated with multiple antibody molecules that can bind with high avidity to Fc gamma receptors (FcγRs) expressed on a wide variety of immune cells, triggering a plethora of well-characterized phenotypes essential for immune homeostasis. IgG ICs are naturally found in sera of healthy subjects, but their presence is often more pronounced in disease states including autoimmunity and cancer (2–7). IC-FcγR interactions can elicit inhibitory or stimulatory signals, contributing to the overall outcome of an immune response (8–10). While FcγRs exclusively bind IgG Fc, non-canonical Fc receptors (nc-FcRs) including certain C-type lectins and mannose receptors, can also bind IgG Fc; however unlike canonical FcRs, nc-FcRs are promiscuous and can interact with IgG, IgA, IgE, and/or IgM Fc (11, 12). Humans express six FcγRs: FcγRI, FcγRIIa/b/c, and FcγRIIIa/b. Engagement of FcγRI, FcγRIIa/c, or FcγRIIIa results in pro-inflammatory responses, whereas FcγRIIb is the sole inhibitory FcγR which plays a role in multiple processes including inhibition of BCR signaling, suppression of inflammation, and the internalization/removal of small ICs by sinusoidal liver endothelial cells (5, 13). While FcγRs are ubiquitous on myeloid cells, their expression on lymphocytes is more restricted. Natural killer and B cells express FcγRIIIa and FcγRIIb, respectively, while about 20% of the human population also express FcγRIIc on NK cells and potentially B cells (8, 9).

Moreover, the expression of antibody receptors (canonical FcRs or nc-FcRs) on T cells is not widely recognized (5, 8–10, 14–19), and it is unknown whether encounter with ICs can directly impact T cell phenotypes. Starbeck-Miller et al. (2014) reported that FcγRIIb is expressed on murine CD8+ memory T cells following bacterial or viral infection and that FcγRIIb engagement suppresses T cell *in vivo* cytotoxicity against peptide-loaded or virus-infected targets (20). In different disease settings including cancer, certain subsets of CD4+ T cells have been reported to express FcγRIII, FcγRII, and/or FcγRI; the ligation of these receptors were reported to enhance interferon-gamma production and cytotoxicity in a subset of human CD4+ T-cells (21, 22). Other studies demonstrated that subsets of CD4+ and CD8+ T cells from HIV-infected patients express FcγRIIa and FcγRIIIa, respectively (23, 24). Very recently, Morris et al. reported that FcγRIIb expression in a subset of effector-memory CD8+ T cells correlates with kidney transplant tolerance following withdrawal from immunosuppression (25). Interestingly, however, experiments in a skin-graft-transplant model indicated that the role of FcγRIIb is independent of IgG antibodies (25).

Here, we examined the effects of well-defined, soluble immune complexes on the phenotypes of human peripheral T cell subsets. We demonstrate that IgG-ICs inhibit the proliferation and differentiation of one subset of naïve T cells but stimulate the division of another naïve-like subset. We utilize RNA-Seq and flow cytometry to further characterize the inhibited and stimulated T cell subsets. The inhibited subset presented immature features similar to those of recent thymic emigrants and non-activated naïve T cells, whereas the stimulated subset exhibited transcriptional features indicative of a more differentiated, early memory progenitor with a naïve-like phenotype. Furthermore, we demonstrate that while IgG1-ICs do not profoundly inhibit the proliferation of memory T cells prevalent in peripheral blood, IgG1-ICs suppress the production of granzyme-β and perforin in cytotoxic memory T cells.

## Methods

All *in vitro* assays with cells from human donors were performed under the supervision of the UT Austin Institutional Review Board (IRB). All animal experiments were performed under the supervision of the UT Austin Institutional Animal Care and Use Committee (IACUC).

### Cells and Culture Reagents

Immune cells were cultured in complete medium. Complete medium comprised RPMI-1640, 10% heat-inactivated FBS (Gibco), 100U/mL penicillin-streptomycin, 0.1 mM non-essential amino acids, 1 mM sodium pyruvate, 1mM HEPES, 1.5mM L-glutamine, and 5.5 μM β-mercaptoethanol. Cancer-patient-derived primary PBMCs were obtained from D. Lee (MD Anderson Cancer Center). Recombinant human IL-2, human IL-4, and murine IL-2 were purchased from STEMCELL Technologies or Biolegend. T cells were cultured in complete medium and typically 10-50 ng/mL rh-IL2. B16F10OVA cells were a kind gift from the Irvine Lab (MIT, MA, USA).

### Flow Cytometry Staining Antibodies and Viability Dyes

Antibodies used for FACS staining (anti-human CD2, CD3, CD4, CD8, CD14, CD19, CD20, CD25, CD28, CD38, CD56, CD57, CD69, CD95, CD127, CD223 (LAG-3), CD366 (TIM-3), TIGIT, CX3CR1, KLRG1, CD279 (PD-1), CD272 (BTLA), TCRαβ, TCRγδ, CD45RA, CD45RO, CD197 (CCR7), Perforin, Granzyme-β, CD62L, CD44, CCR6, CXCR3, and Ki-67) and (anti-murine CD3ε, CD4, CD8α, CD14, CD11b, CD19, CD20, NK1.1, TCRβ, CD62L, CD44, B220, and TER-119) including all Brilliant Violet™ mAbs were purchased from Biolegend. Super Bright™ anti- human CD45RA and CCR7 antibodies were purchased from Thermo. These antibodies were used for purity assessments after magnetic isolation, sorting *via* FACS, or other phenotyping purposes as indicated. For determining cell viability and/or identifying apoptotic cells, Annexin V and SYTOX Green^®^ (Thermo Fisher Scientific) were used. Alternatively, Annexin V and SYTOX Green were employed to correctly set FSC/SSC gates that can similarly distinguish viable *vs.* dead cells instead.

### Recombinant Antibody Expression

Light chain and heavy chain plasmids were constructed for each antibody. The variable domain of heavy and light chain sequences was purchased as gBlocks (Integrated DNA Technologies) and cloned into pcDNA3.4 (Thermo Fisher Scientific) with the appropriate constant domain sequence (WT hIgG, Fc5 hIgG1, hIgE, or, hIgA1). Upon cloning in *E. coli*, the two vectors were transfected at a 3:1 V_L_ : V_H_ ratio into Expi293F^®^ cells using the Expi293 Expression System Kit (Thermo Fisher Scientific) as per the manufacturer’s protocol. 5-7 days later, antibodies were purified using Protein A/G agarose resin (Thermo), buffer exchanged into PBS, and resuspended at 1 mg/mL in PBS. IgA1 and IgE antibodies were purified using peptide M agarose (Invivogen) and Protein L agarose (Thermo), respectively. Human CD32b antibody clone 2B6 is originally a mouse IgG1 antibody capable of distinguishing stimulatory FcγRIIa and inhibitory FcγRIIb (26). To minimize non-specific Fc-staining, a chimera antibody comprising mouse 2B6 variable domains and human constant, aglycosylated (N297D) IgG with human kappa light domains was cloned and expressed. For staining, the 2B6 antibody was conjugated to PE (or FITC) using a dye conjugation kit (ab102918, Abcam). V_L_ and V_H_ sequences for the utilized TNP antibodies (clone 7B4), TYRP1 (Clone 20D7S) antibodies, and anti-human CD32B (Clone 2B6) are provided (**Table S10**).

### Immune Complex Formation

TNP-BSA(25-35) was purchased from Santa Cruz Biotechnology. 10 mg TNP-BSA was resuspended at 2.5 mg/mL in DPBS and buffer exchanged (10-30 kD cutoff) with DPBS to remove preservatives or impurities. To prepare 100 μg of immune complexes (based on antibody amount), 100 μL of 1mg/mL anti-TNP antibodies (anti-TYRP1 or DPBS for isotype and antigen-only controls, respectively) and 40 μL of 2.5mg/mL TNP-BSA (or WT-BSA for some isotype controls) were needed. Importantly, TNP-BSA was added to the antibody solution in 4-5 instalments every 20-30mns with mixing each time and incubating on ice. This approach was taken to encourage the saturation of TNP-BSA molecules with antibodies without having to add excessive molar amounts of mAbs. The resulting mixture was used as a stock of 710 μg/mL ICs (or control treatment).

### PBMC Isolation From Human Blood

About 50-70mL of fresh human blood was drawn from healthy human subjects at the UT Austin University Health Services. Alternatively, 40-60 mL processed blood (source leukocytes) was ordered from a blood bank (Gulf Coast Regional Blood Center, TX) one day before planned experiments. Blood was diluted 1:1 with DPBS, layered over Histopaque-1077 (Lonza), and centrifuged at 800g for 15 mins (no brakes and 3/10 of max acceleration). The PBMC layer was collected by slow pipetting- ensuring no mixing. PBMCs were then washed in cold isolation buffer (2% heat-inactivated FBS, 1 mM EDTA, DPBS) or cold complete medium. Washed PBMCs were then used as the starting material to magnetically isolate various T cell subsets.

### Magnetic Purification of Various Immune Cell Subsets

All T cells were isolated “un-touched” using negative selection kits by STEMCELL. Human Naïve CD8 (19258), Naïve CD4 (19555), Memory CD4 (19157), Memory CD8 (19159), Total CD4 (17952), Total CD8 (17953), and Total CD3+ T (17951) cell kits were routinely used. When using other brands, caution must be taken before use to ensure the absence of FcR-blocking reagents. Negative-selection kits enrich for all αβ T cell subsets by depleting markers associated with “unwanted” cells (e.g., CD14, CD16, CD19, CD20, CD34, CD36, CD56, CD61, CD66b, CD123, TCRγ/δ, glycophorin A). Naïve T cell negative-selection and Memory T cell negative-selection kits deplete markers to enrich for αβ T cells in addition to depleting other markers associated with either memory/activated (CD45RO, CD57, CD94, CD244, CD25) or naïve T cells (CD45RA), respectively. Mouse naïve T cells (19848), Total B cells (19854), and Total T cells (19851) kits were also used. CD14+ monocytes and CD56+ NK Cells were isolated from peripheral blood using positive selection kits (17858 and 17855, respectively). All labeled cells were separated using the EasySep™ or Big Easy™ magnet (STEMCELL).

### CellTrace® Violet Staining

Isolated T cells were washed in DPBS 3X (to remove soluble proteins) and resuspended in DPBS at 1M/mL cells. 1 uL of freshly prepared CellTrace Violet solution (5 mM in DMSO) was added for every 1mL of T cell suspension. Resuspended cells were placed in ultra-low-attachment flasks (Corning #3814) to minimize adhesion and cell loss. Flasks were then incubated for 20-30 minutes in a 37°C 5% CO_2_ incubator. Afterwards, complete medium was added to wash cells (4X-5X the original staining volume) and the flask was incubated in the dark at RT for 5 minutes. Cells were then pelleted and re-suspended in pre-warmed complete medium.

### Preparing T Cells for *In Vitro* Functional Assays: Activation, IC-Incubation, and Culture

Upon isolating various T cell subsets, cells were labelled with CellTrace^®^ Violet as described above. Labelled cells were suspended in pre-warmed complete medium (10-20 ng/mL rh-IL2) at 0.75-1.5M/mL (~1M/mL most commonly). Cells were then pre-incubated with immune complexes or control treatment at 37°C, 5% CO_2_ for 2 hours (do not wash). The concentration of ICs or control treatment used was typically 30-50μg/mL unless otherwise specified. Subsequently, IC-treated T cells were activated using *washed* anti-human CD3/anti-CD28 Dynabeads^®^ (30uL/1M T cells, Thermo). Empty plate wells were routinely filled with DPBS to minimize evaporation. Three to four days later (or the day of bead removal), cultured wells were replenished with pre-warmed complete medium (10-20 ng/mL rh-IL2) containing the IC/control treatment (optional). Dynabeads were removed magnetically at t= 60 ± 12 hrs. post-activation. Instructions for washing and removing Dynabeads are provided below. On days 5-7 post-culture, (a) culture supernatant was collected for cytokine release assays and/or (b) cultured cells were washed, stained for viability or other markers of interest, and scanned by FACS.

#### Washing Dynabeads Prior to Use

A predetermined volume of Dynabeads stock solution (e.g. 0.5 mL) is resuspended in complete medium (e.g. 1.5mL for a total of 2mL volume) in 2mL Eppendorf tubes. The beads are gently mixed using a P1000 pipet. The 2mL tube is then placed in a magnet (DynaMag™-2) for 1-2 minutes. While in the magnet, without moving the tube, a P1000 pipet is used to remove the supernatant completely. The tube is then removed from the magnet and the beads are washed with a fresh 2mL aliquot of complete medium. This process is repeated thrice (four total washes). Finally, beads are resuspended in their same original volume (e.g. 0.5mL) of culture media. For washing, complete medium (containing 10% FBS) is recommended over DPBS since the latter can lead to bead loss due to non-specific bead sticking to plastic surfaces (e.g. tube or pipet tips) when in DPBS alone.

#### Removing Dynabeads After Activation

Anti-human CD3/anti-CD28 Dynabeads were removed magnetically at t= 60 ± 12 hrs. post-activation. Briefly, cells were transferred to 2mL Eppendorf tubes and gently resuspended using a P1000 pipet directly before inserting the tubes into a magnet (DynaMag™-2) for 1-1.5 minutes. Mixing prior to this step and not exceeding 1.5 minutes is important to minimize cell loss upon bead removal (i.e. T cells can stick to the beads). While in the magnet, without moving the tube, a P1000 pipet is used to remove the supernatant (containing the T cells) completely. Beads are left behind in the tube. Beads can be washed again with a small volume of warm T cell media (e.g. 100-200uL) to recover sticky T cells and combine them with first cell fraction. The same procedure must be followed for all samples. Dynabead-removed, cells fractions are placed in fresh plates and returned to the incubator.

## *In Vitro* Cytokine Release Experiments

Cytokine release was assayed using a bead-based multiplex assay panel, using fluorescence–encoded beads analyzed by a flow cytometer (BD LSR Fortessa) as instructed by the assay manufacturer (LegendPlex; Biolegend Catalog# 740722). Naïve CD8+ T cells from five unique human donors (017, 050, 052, 054, and 058) were labeled with CellTrace Violet (if applicable for proliferation experiments); activated with anti-CD3/anti-CD28 Dynabeads; and cultured with IgG1-ICs or controls (Fc5 IgG1 ICs, monomeric IgG1, and DPBS in duplicate) as described above (see *Preparing T Cells for In Vitro Functional Assays: Activation, Immune Complex Incubation, and Culture*). Non-activated T cells from two donors (052 and 058) were also cultured as non-stimulated controls. Briefly, after 5.5 days in culture, cells were pelleted to collect the culture supernatant (first in a gentle spin at 250g to remove cells; then supernatant was centrifuged at 2000g to remove any debris). Note that several dilutions of a sample may be required to ensure that a reading falls within the linear dynamic range of the assay. In our experiments, a dilution factor of 3 was appropriate for all naïve CD8 samples.

## t-SNE Analysis of Activated Naïve T Cells

Naïve T cells from three unique human donors (052, 057, and 058) were labeled with CellTrace Violet; activated with anti-CD3/anti-CD28 Dynabeads; and cultured with IgG1-ICs (in triplicate) or controls (Fc5 IgG1 ICs, monomeric IgG1, and DPBS in duplicate) as described above (*Preparing T Cells for In Vitro Functional Assays: Activation, Immune Complex Incubation, and Culture*). Non-activated T cells were also cultured as non-stimulated controls. Briefly, after 5.5 days in culture, cells were washed then stained on ice using two panels of antibodies (referred to herein as Panel A and Panel B; **Table S3**). FlowJo’s tSNE plug-in was used to analyze the data (N=33 wells/panel). Prior to tSNE analysis, viable single cells were gated (FSC- and SSC-A/H gates). FlowJo’s “DownSample” plug-in was used to sample an equal number of viable single cells across all samples (e.g. 7790 events). The down-sampled populations were then concatenated into a single file. Next, the tSNE plug-in was utilized to analyze the concatenated file by assessing only the following parameters for each panel: Panel A: CD57, KLRG1/CX3CR1, LAG-3/TIM-3/TIGIT, CCR7/CD62L/CD28, CD25/CD38/CD69, PD1, and BTLA. Panel B: CD127, CD45RA, CD45RO, CD95, CCR7/CD62L, and CD28. CellTrace was not included at this stage to prevent the algorithm from binning cells based on proliferation status; instead, CellTrace staining was assessed *after* tSNE analysis on the resulting tSNE “islands” to distinguish undivided naïve T cells (Generation1; Gen1) and proliferating progeny. Both panels were processed the same way using default settings (Perplexity=30; Iteration= 1000). The resulting tSNE file was further analyzed on FlowJo and gated populations/island memberships (frequency and MFI) were plotted on GraphPad.

## Analysis of *In Vitro* T Cell Proliferation Experiments

CellTrace comprises a cell-permeant, non-fluorescent ester of an amine-reactive fluorescent molecule which diffuses into cells. Upon cell entry, cellular esterases convert the molecules to a fluorescent form that covalently binds proteins. This long-term retention allows reliable tracking of each cell division of every generation of daughter cells which “inherit” ~50% of fluorescently labelled proteins from the parent cell. Using FACS, each cell generation could be identified by its relative fluorescent intensity allowing the calculation of variables that describe proliferation (27) including: (a) the percentage of input cells that have not divided (i.e. “% undivided” and referred to herein as “Φ_1_” for brevity); and (b) the percent of each T cell generation that has undergone any number of divisions (represented by θ_i_, where “i” is the generation number). Plotting “θ_i_ *vs.* i” essentially yields a mathematical representation of the FACS-derived proliferation curves. θ_i_ (or 100-Φ_i_) is % division (or 100-% undivided) for a particular T cell generation (i). For instance, θ_1_ is equal to (100- Φ_1_) where Φ_1_ is % undivided. Φ_1_ can be calculated using the following equation:

$$\Phi_{1}=\frac{{\text{X}}_{1}}{{\text{X}}_{1}+\Sigma_{i=1}^{D}\frac{{\text{X}}_{i}+1}{2}}$$

where D is the total number of observed divisions (number of peaks -1) and X_1_ is the frequency of the 1^st^ peak gated in FlowJo. To calculate Φ_2_, the same equation is used but “X_1_” would need to be recalculated by excluding generation 1 before gating. To calculate Φ_3_, the same equation is used but “X_1_” would need to be recalculated by excluding generations 1 and 2 before gating- so on and so forth. A template excel sheet that automatically calculates and plots θ_i_ (or Φ_i_) *vs.* i is provided as a supplemental attachment. Alternatively, % undivided (Φ_1_) and other proliferation parameters can be calculated by the proliferation plugin in newer versions of FlowJo.

### Effector Memory T Cell Enrichment

Isolated human PBMCs were followed by Total T cell isolation as described above. Total human T cells were then stained for CCR7 and impurities (CD14/CD19/CD56/TCRγδ). Stained cells were then sorted by FACS for CCR7(-) effector T cells (effector memory and terminal effector memory) for cytotoxicity assays.

### Intracellular Production of Granzyme and Perforin

Sorted effector T cells were cultured in complete medium (30 ng/mL rhIL2) at 1-2M/mL in tissue culture plates. Before the next step, sorted cells can be allowed to recover (optional) overnight at 37°C, 5% CO_2_. Cells were then pre-incubated with immune complexes or control treatment at 37°C, 5% CO_2_ for 2 hours (do not wash). Subsequently, IC-treated T cells were activated using *washed* anti-human CD3/CD28 Dynabeads^®^ (30uL/1M T cells, Thermo). Empty plate wells were routinely filled with DPBS to minimize evaporation. 48 hours later, T cells were washed with DPBS, fixed, and permeabilized with a kit (catalog # 00-5523-00 eBioscience). Fixed and permeabilized cells were stained for Ki-67, Perforin, and Granzyme-β. The concentration of ICs or control treatment used was typically 30-50μg/mL unless indicated otherwise.

### RNA-Seq Analysis of Inhibited and Stimulated Naïve CD8+ T Cells

Proliferation experiments were set up for three unique human donors (017, 050, and 054) as previously described (*Preparing T Cells for In Vitro Functional Assays: Activation, IC-Incubation, and Culture*). Briefly, CellTrace-labelled naïve CD8+ T cells were activated and incubated with 50μg/mL IgG1-ICs (017, 050, and 054; n=3) or Fc5 IgG1-ICs (017 and 054; n=2) in technical duplicates. Dynabeads were removed at t= 60 hrs. After 5.5 days in culture, IgG1-IC-treated T cells were sorted based on CellTrace fluorescence into two fractions: Inhibited T cells (InhT) and Stimulated T cells (StimT) as summarized in **Figure 4E**. The sorted populations ranged in number (1.7x10^5^ – 1.9x10^6^ cells/replicate/donor). Fc5-IgG1-IC-treated T cells (Fc5T) were not sorted and served as controls. Total RNA was extracted from InhT, StimT, and Fc5T samples (Qiagen). RNA samples were then forward processed by the Genomic Sequencing and Analysis Facility (GSAF) at UT Austin. Briefly, mRNA was isolated (poly-A capture) and stranded libraries were created (dUTP Method; NEB NGS kit) for paired-end sequencing (PE75, NextSeq 500). If any replicate for a particular donor failed to create a quality library, GSAF equally amplified all samples from that donor (6 PCR cycles) and re-attempted library creation. The total number of read pairs ranged from 2.7x10^7^ to 6.5x10^7^/sample. Subsequently, adapters were trimmed from the reads using Cutadapt (28) and then aligned using HISAT (29) to the human genome version hg38. Read counts were generated by FeatureCounts (30) using parameters for fractional counting. Read counts were normalized by library size using DESeq2 (31). Quality and concordance of sample replicates were evaluated using MultiQC (32) and by performing the principal component analysis (PCA). A majority of the samples showed greater than 90% mapping rate. Of all 16 samples, two (InhT/Donor 017/Replicate B and InhT/Donor050/Replicate A) were outliers based on PCA and also showed significantly lower mapping rates; therefore, these samples were eliminated from downstream analysis. 

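The left-out libraries were duplicate 1 of InhT replicate 1 and duplicate 1 of InhT replicate 2, with total counts of 1141004 and 7545071. In the other 14 libraries the lowest total was 19486647. Genes with a count of at least 1 numbered 15936 and 15249 in the left-out libraries and 20189 to 25807 in the rest. The rank correlation of each library with the other libraries of its fraction, over genes, was 0.445 and 0.639 for the left-out pair and 0.881 to 0.927 for the others. CD3E, a chain of the T cell receptor complex, stood at 223 and 527 CPM in them and at 451 ± 97.2 CPM (SD, n = 3) in the InhT samples that were kept. CD8A, a chain of the CD8 co-receptor, stood at 285 and 421 CPM against 574 ± 224 CPM (SD, n = 3). CPM of the left-out libraries are relative to the raw total and those of the kept samples to a TMM-scaled total. The levels are therefore not on the same scale. All genes with names that start with MT-, those of the mitochondrial genome, took 3.09% and 4.12% of their counts, and 5.01% to 6.40% in the other InhT libraries. A gene with a count of 0 could still lie at up to 2.63 CPM in the first of these libraries and up to 0.398 CPM in the other, against 0.0577 to 0.154 CPM elsewhere. Such limits cover counting error only, since PCR reads are not independent molecules.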

Differential gene expression was calculated between sample pairs using DESeq2 at FDR corrected p-value < 0.05 to identify differentially expressed genes (DEGs). Gene expression as transcripts per million was calculated using the TPMCalculator tool (33) (https://github.com/ncbi/TPMCalculator) at default settings. To identify overlapping pathways associated with DEGs, the MSigDb database (34) was queried using the online GSEA tool (http://www.gsea-msigdb.org/gsea/msigdb/annotate.jsp). Furthermore, gene set enrichment analysis was performed using the GSEA software (GSEA v4.0.3 for Windows) and GSEA instructions (https://www.gsea-msigdb.org/gsea/doc/GSEAUserGuideFrame.html). Default settings were used (e.g. 1000 gene set permutations and “Signal2Noise” ranking metric). As recommended by GSEA for the standard pipeline (without manual pre-ranking of genes), hits with an FDR q-value <0.25 were considered enriched. In addition to the gene sets available in the GSEA database (e.g. H, Hallmark; or C2, Curated Gene Sets), another dataset was assessed. This dataset was curated from previous reports of genes that were enriched or differentially expressed in dysfunctional T cell states (35, 36). or by FcγIIb+ T cells (25).

### Gene Expression Analysis of Previously Published Datasets

Since exons of FcγRIIA, FcγRIIB, and FcγRIIC are highly similar, segments of their transcripts are virtually indistinguishable from one another. Thus, all FcγRII reads aligning to one of these isoforms were grouped together and counted only once. The same was done for FcγRIII (FcγRIIIA and FcγRIIIB). Annotated scripts used for RNA-seq and microarray data analyses are deposited to GitHub (https://github.com/haridh/Georgiou_Lab_Collab).

#### Bulk RNA-Seq

RNA-seq data were downloaded from GEO (GSE63147) and the EMBL-EBL data repository (https://www.ebi.ac.uk/). Adapters were trimmed from the reads using Cutadapt (28) and then aligned using HISAT (29) to the human genome version hg38. The total number of aligned reads was ~30-60M/sample. Read counts were generated by FeatureCounts (30) using parameters for fractional counting. Read counts were normalized by library size using DESeq2 (31). Gene expression for specific genes was calculated as - DESeq2 normalized read counts/total gene length in kilobases. For e.g., FCGR2 gene expression was calculated as DESeq2 Normalized reads (FCGR2A + FCGR2B + FCGR2C)/Gene Length (FCGR2A + FCGR2B + FCGR2C).

#### RNA Microarray

Microarray data from GSE12589 were analyzed using GEOquery R package (37). Values corresponding to Log10 Normalized signal (Infected/Control) for specific genes were extracted as described in the R package vignette. Values were then plotted on Microsoft Excel.

#### Sc-RNA-Seq

For single cell RNA-Seq, data from GSE98638 were analyzed to calculate the total counts of FCGR reads per million reads (cpm) for each cell within each cluster deduced by the RNA transcriptome analysis done by Zheng et al. (38). Reads for FCGR2A, FCGR2B, and FCGR2C were not distinguished, combined, and represented as FCGR2 reads. The same was done for FCGR3A and FCGR3B.

### IC Binding by Confocal Microscopy

Fluorescent ICs were prepared by conjugating 100 μg TNP-BSA to Cy5 (Abcam # ab188288). Cy5-conjugated TNP-BSA was then buffer exchanged (10-30 kD cutoff) with DPBS to remove free Cy5. Fluorescent ICs were then formed by mixing 50 μg Cy5-TNP-BSA with either WT- or Fc5- anti-TNP IgG1 (160 μg at1 mg/mL). Due to material availability, the final concentration of fluorescent ICs incubated with cell for IC-binding experiments (~5 μg/mL) was lower than that used for functional experiments (30-50 μg/mL). Thus, for brighter images, more fluorescent ICs may be generated and used at higher concentrations.

Total T cells, B cells, and monocytes were negatively selected as previously described. Cells (5-10 million/condition) were pre-blocked (complete medium containing 20% human AB serum, 20% mouse serum, and 0.1% sodium azide) on ice for one hour. Without washing the block solution, fluorescent ICs were added and cells were incubated on ice for an additional two hours. Afterwards, antibodies targeting lineage markers (CD3, TCRαβ, CD14, and/or CD19) and FcγRs (CD16 PE clone 3G8; CD32 PE clone FUN-2; and/or BV421 CD64 clone 10.1) were added to the cells (with blocking solution and ICs) for 40 minutes. Cells were washed thrice and fixed (BD Bioscience). Fixed cells were visualized by a confocal microscope (Zeiss LSM 710/Elyra S.1.). Zen Lite Blue was used for analysis (Black= 3; Gamma= 1; White 64,313). All confocal images were equally enhanced (+40% contrast; +40% brightness) for clarity.

### FcγR Expression by Flow Cytometry

For FcγR staining, anti-human CD32 (clone FUN2), MOPC-11 (μIgG2b isotype), anti-human CD64 (clone 10.1), anti-human CD16 (clone 3G8), MOPC-21 (μIgG1 isotype), Clone MG1-45 (μIgG1 isotype) were purchased from Biolegend. Isotype control brightness and final concentrations were matched to that of FcγR-staining mAbs before staining. Cells were pre-blocked (complete medium containing 20% human AB serum, 20% mouse serum, and 0.1% sodium azide) on ice for one hour before antibody staining. To compare cell staining on the surface only *vs.* surface and intracellularly, cells were washed four times after extracellular FcγR-staining. Then half the cells were followed by fixation/permeabilization (BD Bioscience Catalog# 554714), and intracellular staining with either FcγR-staining antibodies or DPBS only.

For competitive binding experiments, to ensure that observed fluorescence shifts after anti-CD32b staining were indeed due to FcγRIIb binding, aliquots of anti-CD32b were pre-incubated with either soluble GST-tagged-human FcγRIIb or DPBS. The soluble receptors (2-3 mg/mL) were added in molar excess (~100 μg GST- FcγR in ~20uL DPBS) to the staining antibody (~2 μg in ~10uL) and incubated on ice for at least 30 minutes. Using those stocks, equal molar amounts of antibody were used to stain cells.

## Data Analysis and Statistics

Data were processed using Microsoft Excel, GraphPad Prism, FlowJo V10, Zeiss Zen Lite, and Amnis IDEAS Software. Figures were created with InkScape and some clip arts were created using Adobe Illustrator. For two-condition comparisons (e.g. IgG1-ICs *vs.* negative controls) across individual donors, p-values were calculated using unpaired, two-tailed t-tests adjusting for multiple comparisons using the Sidak-Holm correction. Consistent standard deviation was not assumed unless an experiment pertained to a single-well assay. For two-condition, aggregate comparisons across all donors, p-values were calculated using the Mann-Whitney U statistical test. For multiple-condition, aggregate comparisons across all donors, p-values were calculated using the ordinary one-way ANOVA statistical test. GraphPad Prism was used for these statistical tests. Error bars in figures represent the standard error of the mean (SEM). For statistical analyses of RNA-Seq data, nominal p-values, adjusted p-values, and FDR-adjusted q-values were reported as calculated by DESeq2 or, where applicable, GSEA. For p-values of the HCMV microarray, the paired, nonparametric Wilcoxon-signed rank test was used by the authors of that dataset (39).

## Results

### IgG1 Immune Complexes Inhibit Naïve T Cell Proliferation but Stimulate a Subset of Their Progeny

Well-defined immune complexes (ICs) were formed using trinitrophenol-conjugated bovine serum albumin (TNP-BSA; 25-35 TNP-moieties/BSA molecule) as the antigen and monoclonal anti-trinitrophenol antibodies to form TNP-BSA-anti-TNP ICs (40, 41). We examined the effects of ICs formed using antibodies of different isotypes (IgA1, IgE, and IgG1; IgA1-, IgE- and IgG1-ICs respectively). Additionally, we generated ICs comprising an engineered aglycosylated IgG1 Fc (Fc5 IgG1) that selectively binds FcγRI with high affinity but presents no binding to all other FcγRs (42). Negative controls comprising monomeric antibody (e.g. TNP-BSA mixed with anti-human TYRP-1 antibodies, isotype control) were also utilized (**Figure 1A** and **Table S1**). As expected, wild-type (WT) IgG1-ICs bound to purified low-affinity FcγRs with EC50s that were >10-100-fold lower relative to monomeric IgG1. Monomeric Fc5 IgG1 and Fc5 IgG1-ICs bound only to FcγRI and not to any of the low affinity receptors. Likewise, IgA1-ICs and IgE-ICs, but not IgG1-ICs, bound only FcαRI (IgA FcR) and FcϵRI (IgE FcR), respectively (**Figure S1**).

**Figure 1:**
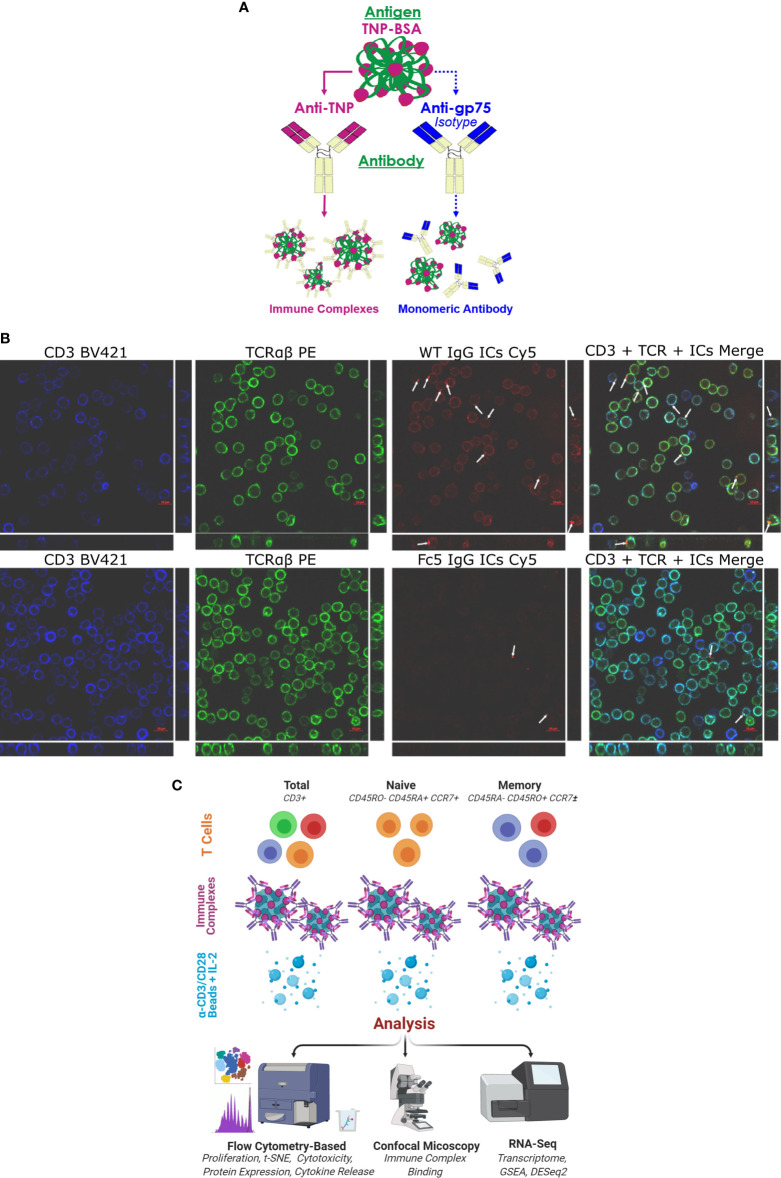
IgG1 Immune Complexes Bind T cells **(A)** Overview of antibody/antigen preparations added to activated T cells. **(B)** Confocal microscopy of purified T cells stained with anti-CD3 (blue), anti-TCRαβ (green), and fluorescent ICs (red). T cells were incubated with either WT IgG1-ICs or Fc5 IgG1-ICs. White arrows show fluorescent IC clusters. Large and strip images pertain to the x-y and y-z/x-z planes, respectively **(C)** Schematic overview of experimental protocol. Various T cell subsets are incubated with antibody/antigen preparations; activated with anti-CD3/anti-CD28 beads; and cultured with recombinant interleukin-2 (IL-2). IC-binding experiments were performed on ice using negatively selected, resting CD3+ T cells.

Confocal microscopy demonstrated that IgG1-ICs, but not FcγRI-selective Fc5 IgG1-ICs, were localized on resting CD3+ TCRαβ+ T cells (**Figure 1B**). Various T cell subsets (total, naïve, or memory CD4+ and CD8+ T cells) were negatively selected (**Figure S2**; see *Methods* for description of depleted markers) and activated by incubation with anti-CD3/anti-CD28 magnetic beads for 60 hours. The cells were incubated with IgG1-ICs, control (Fc5 IgG1-) ICs, or monomeric IgG1 at t=0 and cultured for a total of 5-7 days (**Figure 1C**). Cell proliferation was evaluated using CellTrace^®^ Violet, which is a cell-permeable fluorescent dye that covalently binds free amines. Compared to negative controls, IgG1-ICs, but not Fc5 IgG1-ICs or monomeric IgG1, suppressed the proliferation of total CD8+ T cells by 61% ± 16% (N=3 donors, p-value <0.01) and CD4+ T cells by 56% ± 24% (N=3 donors, p-value <0.01) (**Figure 2A** and **Table S2**).

**Figure 2:**
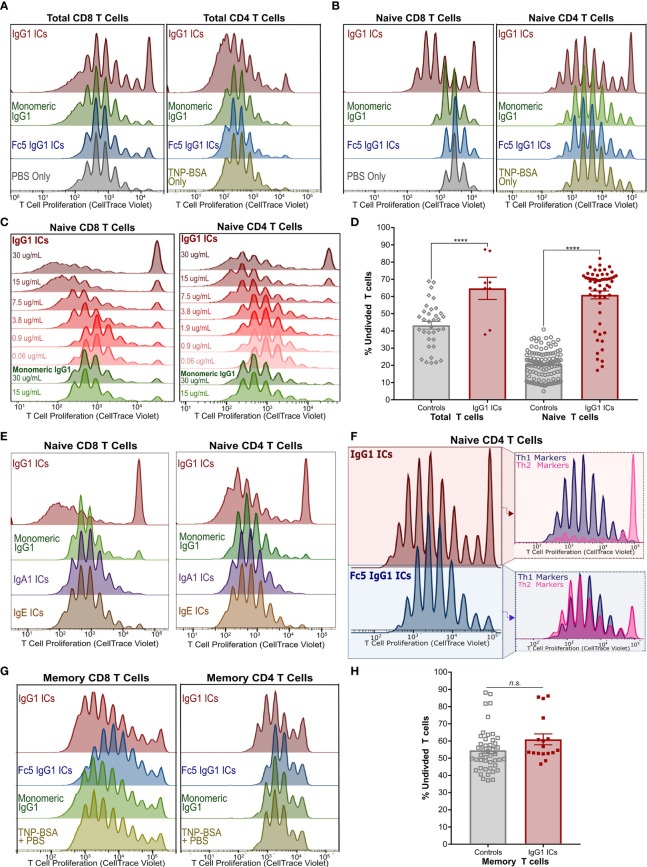
IgG Immune Complexes Inhibit Naïve T Cell Proliferation but Stimulate a Subset of Their Progeny **(A)** Proliferation of activated CellTrace-stained Total CD8+ (left) and CD4+ (right) T cells incubated with IgG1-ICs or indicated controls (representative of 3 independent experiments/donors). **(B)** Proliferation experiment described in **(A)** with purified naïve CD8+ (left) and naïve CD4+ (right) T cells (representative of 8 independent experiments using 7 unique human donors for CD8+; 5 independent experiments/donors for CD4+). **(C)** Proliferation of activated naïve CD8+ and CD4+ T cells incubated with varying concentrations of IgG1-ICs (various shades of red) or monomeric IgG1 (green). **(D)** Summary of total and naïve T cell proliferation data **(E)** Proliferation experiments described in **(A)** with representative results for IgA1-ICs and IgE-ICs. **(F)** Activated naïve CD4+ T cells incubated with IgG1-ICs or Fc5 IgG1-ICs, cultured for 5-7 days, and stained with anti-CXCR3 and anti-CCR6 mAbs to examine Th1-like (CXCR3+ CCR6-) and Th2-like (CXCR3- CCR6-) phenotypes (representative of 4 independent experiments/donors). **(G)** Proliferation experiment described in **(A)** performed using enriched memory CD8+ T cells (representative of 3 independent experiments/donors for CD8+; 4 independent experiments/donors for CD4+). **(H)** Summary of memory T cell proliferation data. “****” indicates p-values < 0.0001 (one-way ANOVA). “n.s.” stands for statistically not significant. A tabulated summary of all proliferation experiments (N=26) for individual donors is provided in **Table S2**.

We next examined the effects of ICs on the proliferation of activated naïve CD8+ and naïve CD4+ T cells. Incubation with IgG1-ICs, but not with control ICs or monomeric IgG1, induced (1) profound inhibition of both naïve CD8+ and CD4+T cells; and (2) partial stimulation of a subset of their progeny (**Figures 2B** and **S3A**). Inhibition and stimulation were dependent on IC concentration for both naïve CD8+ and CD4**+** T cells (**Figure 2C**). The quantification of proliferation for total and naïve T cells is summarized in **Figure 2D** and **Table S2**. While the magnitude of the observed effects were donor-dependent, IgG1-IC inhibition of naïve T cell proliferation was clearly evident in the “percent undivided” naïve CD8+ T cells (mean increase in percent undivided cells: 200% ± 74%; range:110%-370%; 8 independent experiments; 7 unique donors; p-value <0.01) and CD4+ T cells (mean increase in percent undivided cells: 110% ± 54%; range: 50%-190%; 5 independent experiments; 5 unique donors; p-value <0.01) compared to negative controls (**Table S2**). Conversely, as measured by percent division compared to controls, statistically significant stimulation (p-value <0.05) was observed in 42% ± 33% of CD4+ and 57% ± 20% CD8+ T cell generations, respectively (**Figure S3A**). In terms of overall number of divisions, compared to negative controls, this stimulatory effect was more pronounced in CD8+ T cells (median 7.5 *vs.* 9 divisions; p-value <0.05) than CD4+ T cells (median 9 *vs.* 10 divisions; p-value: 0.18). Neither monomeric IgG1 nor immune complexes formed using IgA1, IgE, or FcγRI-selective Fc5 IgG1 antibodies had any effect on proliferation (**Figures 2E** and **S4**), indicating that the observed effects on naïve T cells are mediated by an IgG receptor, that does not bind IgA or IgE, and requires IgG engagement in the context of multivalent immune complexes.

Furthermore, phenotypic differences were observed when activated naïve CD4+ T cells were incubated with IgG1-ICs. Namely, IgG1-ICs selectively inhibited CCR6- CXCR3- CD4+ [Th2-like (43)] T cells while having a very mild stimulatory effect on CCR6- CXCR3+ [Th1-like (43)] cells (**Figures 2F** and **S5**). Moreover, IgG1-ICs had no profound effects on memory CD8+ or CD4+ T cell proliferation (3 independent CD8+ experiments, p-value >0.05; 4 independent CD4+ experiments, p-value > 0.16) (**Figures 2G, H** and **Table S2**). For all naïve and memory T cell experiments, cell viability was on average >80% at the end of the experiment indicating that incubation with ICs did not result in cell death (**Figure S6**). In addition to proliferation, we also examined cytokine release of activated naïve CD8+ T cells incubated with ICs. Incubation with IgG1-ICs suppressed interferon-gamma (IFN-γ) secretion and interleukin-2 (IL-2) consumption (as compared to cytokine levels for cultured but non-activated T cells) as may be expected in light of the increased fraction of undivided cells (**Figures 3A–C**; n=5 donors). Incubation with IgG1 ICs was associated with elevated IL-5 secretion in 4/5 donors although the change in IL-5 did not reach statistical significance in 3/5 donors.

**Figure 3:**
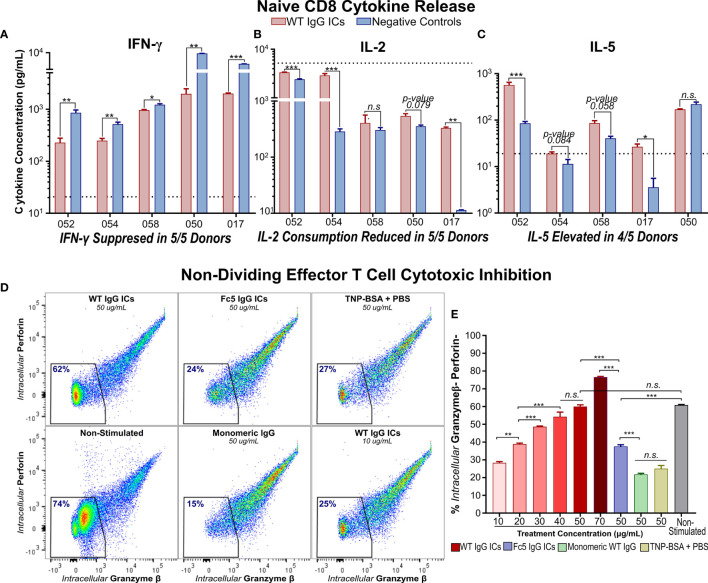
IgG Immune Complexes Suppress IFN-γ Secretion by Activated Naïve CD8+ T cells and Inhibit Effector Molecule Production by Cytotoxic Memory T Cells **(A–C)** IFN- γ, IL-2, and IL-5 secretion by activated naïve CD8+ T cells incubated with (WT) IgG1-ICs or controls (Fc5 IgG1-ICs, monomeric IgG1, or PBS). Dashed line represents the average cytokine concentration in non-activated cultures from two donors **(D)** Flow cytometry analysis of intracellular production of perforin (Prf) and granzyme-β (Gzmβ) in non-proliferating effector memory T cells. Purified CCR7- T cells were either (i) unstimulated and untreated or (ii) activated and incubated with IgG1-ICs or indicated controls. The percent of Gzmβ(-) Prf(-) cells is indicated in blue. **(E)** Gzmβ/Prf production as a function of IgG1-IC concentration or 50μg/mL negative controls. The assay was run in triplicate wells. **(A–E)** Error bars represent the standard error of the mean (SEM). Asterisks ^*^, ^**^, and ^***^ indicate p-values < 0.05, p-values < 0.01, and p-values < 0.0001 respectively. “n.s.” stands for statistically not significant.

### IgG1 Immune Complexes Inhibit Effector Molecule Production by Cytotoxic T Cells

IgG1-ICs did not significantly inhibit the proliferation of memory T cells isolated from peripheral blood of healthy donors. However, the extensive heterogeneity of memory phenotypes precludes categorically concluding that ICs do not directly influence the proliferation of all memory T cells. For instance, negative selection kits we employed do not distinguish central (Tcm) and effector memory (Tem) T cells (**Figure S2**). Tcm and Tem cells possess a higher and low proliferation capacity (44–46), respectively, and diverge in their proportion in peripheral blood across donors. Since Tcm cells express lymphoid-homing receptors (e.g. CCR7), circulating memory T cells tend to be effector-like with naturally lower proliferation capacity and higher cytotoxic propensity (47). Consistently, even in negative controls lacking IgG1-ICs, 50-60% of purified memory T cells from peripheral blood did not divide upon activation, ~2-fold more than their naïve counterparts (53% ± 16% and 56% ± 8% undivided memory *vs.* 22% ± 9% and 20% ± 8% undivided naïve for CD4+ and CD8+ T cells, respectively; p-value <0.0001; **Figures S3B, C**).

CCR7- T cells which include Tem, CD45RA+ terminal effector memory, and their transitional subsets (45, 46) were enriched by sorting (**Figure S2F**). We found that incubation with IgG1-ICs markedly attenuated granzyme-β (Gzmβ) and perforin (Prf) production in an IC-concentration-dependent manner. Specifically, incubation with 40 ug/ml of IgG1 ICs inhibited Gzmβ and Prf to levels comparable to those observed in cultured T cells that had not been stimulated with anti-CD3/anti-CD28 beads (**Figures 3D, E** **)**. No such decrease in Gzmβ or Prf was observed when CCR7- T cells were incubated with either control immune complexes or with monomeric IgG1.

### IgG1 ICs Inhibit Naïve T Cell Differentiation and Induce Hyporesponsiveness but Stimulate a Subset of Memory Progenitors

It is recognized that CD45RA+ CCR7+ naïve-like T cells (43, 45, 48) are heterogenous, comprising multiple subpopulations that exhibit phenotypic and functional differences (49–51). To delineate the effects of IgG1-ICs on phenotypically distinct naïve T cell subpopulations, we utilized flow cytometry to analyze 21 surface markers (**Table S3**) associated with T cell activation, differentiation, and/or dysfunction (e.g. anergy/hyporesponsiveness or exhaustion) (46, 52–54). For this analysis, markers that are typically co-expressed or describe similar phenomena were lumped into one fluorophore channel (e.g. CCR7/CD62L for differentiation; IL-2Rα/CD69/CD38 for activation; TIGIT/TIM-3/LAG-3 for activation/dysfunction). CellTrace Violet was used to distinguish undivided naïve T cells (Generation1; Gen1) and proliferating progeny. We focused on highly proliferative cells that had divided at least five times (Gen6+) (**Figure S3A**). To rule out the involvement of non-conventional T cells (e.g. invariant NKT cells or γδ T cells), purified naïve T cells were confirmed to be TCRαβ+ TCRγδ- CD56- (**Figure S7**). Mucosal-associated invariant T cells (MAITs) were also ruled out, as MAITs present a memory-like phenotype (CD45RA- CCR7-) distinct from naïve T cells (55).

t-SNE analysis (50, 56) revealed that naïve T cell subsets incubated with IgG1-ICs are characterized by differential expression of activation (IL-2Rα/CD38/CD69), immunomodulatory (TIM-3/LAG-3/TIGIT), and certain memory (CD95, CD45RA, CD45RO, CCR7/CD62L) markers (**Figures 4A, B** and **S8A–C**). Compared to highly proliferative cells (Gen6+), undivided (Gen1) T cells in both IgG1-ICs and control samples, appeared to be hyporesponsive and closely mirrored non-stimulated naïve T cells demonstrating: (i) low TIM-3/LAG-3/TIGIT (ii) weak, non-uniform IL-2Rα/CD69/CD38 (iii) high CCR7/CD62L and CD45RA (iv) low CD95 and CD45RO and (v) intermediate CD28 expression (**Figure 4C**). The surface marker profile (i-v) of Gen1 cells is characteristic of naïve and naïve-like memory T cell progenitors (49, 50, 57) demonstrating that even after incubation with anti-CD3/anti-CD28 beads and culture for 5-7 days with IL-2, these undivided, viable T cells retained their naïve-like phenotype.

Undivided Gen1 T cells incubated with IgG1-ICs had (i) lower IL-2Rα/CD38/CD69, TIM-3/LAG-3/TIGIT, and CD95 expression; and (ii) higher CD45RA : CD45RO expression ratio compared to Gen1 T cells in control samples (**Figure 4D**). Similarly, Gen6+ T cells from samples incubated with IgG1-ICs had lower expression of IL-2Rα/CD38/CD69, TIM-3/LAG-3/TIGIT, PD-1, BTLA and CD45RA : CD45RO compared to Gen6+ cells from control samples (**Figures 4D** and **S8D**). These results indicate that IgG1-ICs suppressed the activation and differentiation of naïve T cells regardless of whether or not they had divided.

**Figure 4:**
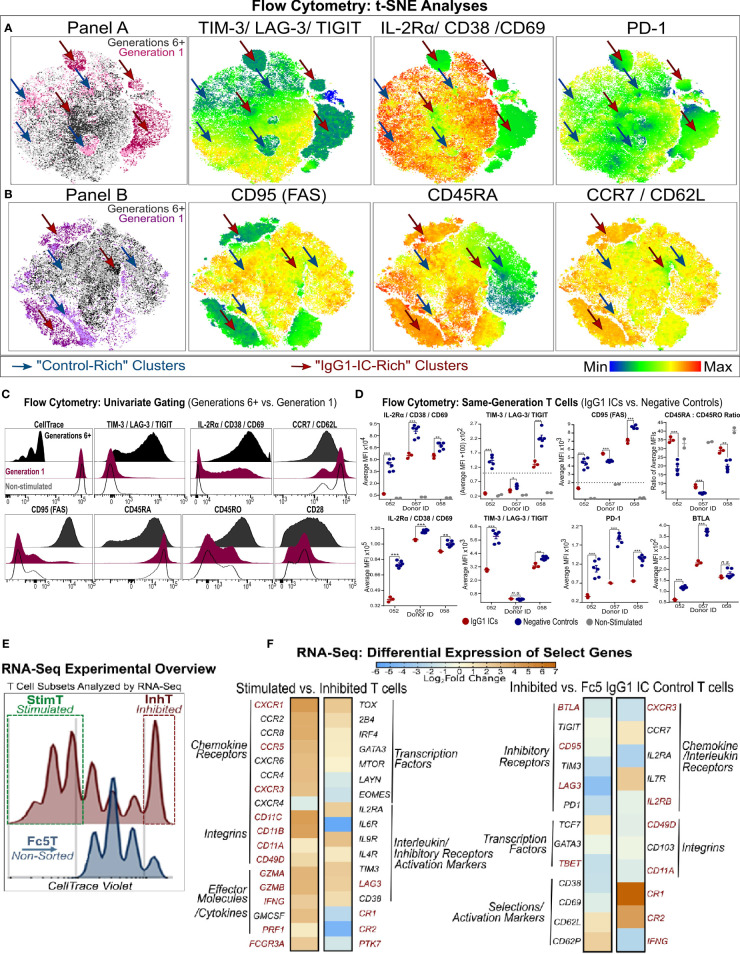
Phenotypic Analysis of Inhibited and Stimulated T cell subsets Following Incubation with IgG1-ICs **(A, B)** t-distributed Stochastic Neighbor Embedding (tSNE) analysis of multi-color flow cytometry panels of activated naïve T cells incubated with IgG1-ICs or controls (Fc5 IgG1-ICs, monomeric IgG1, or TNP-BSA only). Naïve T cells were sampled equally across all controls and donors (N = 3 donors; 2 naïve CD8+ and 1 naïve CD4+). Red and blue arrows are visual aids pointing to “IgG1-IC-rich” or “control-rich” clusters, respectively. Gen1 and Gen6+ populations represent T cells that have not divided or divided at least 5 times, respectively. Gen1 T cells from samples incubated with or without IgG1-ICs are shown in dark and light pink/purple (Panel A/B), respectively. Gen6+ T cells from samples incubated with or without IgG1-ICs are dark and light grey, respectively. Heat-map t-SNE plots are shown for (i) TIGIT, TIM-3, and LAG-3 combination (i.e. TIGIT/TIM3/LAG3 lump gate) (ii) CD25, CD38, and CD69 (i.e. CD25/CD38/CD69 lump gate) and (iii) PD-1 stain. (iv) CD95 (v) CD45RA and (vi) CCR7 and CD62L (i.e. CCR7/CD62L lump gate). Staining for other markers and/or non-stimulated naïve T cells is shown in **Figure S8**. **(C)** Univariate plots for select markers from **(A, B)** are shown. The black and fuchsia histograms represent Gen6+ and Gen1 T cells regardless of treatment (IgG1-ICs and controls). Unfilled histograms pertain to cultured, non-stimulated T cells. **(D)** Average MFI (median fluorescence intensity) is shown specifically for Gen1 (top panels) and Gen6+ (bottom panels) T cells incubated either with IgG1-ICs (red) or controls (blue). Error bars represent the standard error of the mean (SEM). Asterisks ^*^, ^**^, and ^***^ indicate p-values < 0.05, p-values < 0.01, and p-values < 0.0001, respectively. Values below the dashed lines are negative (common, unavoidable consequence of compensation) **(E)** Schematic overview of T cell populations analyzed by RNA-Seq (activated naïve CD8+ T cells incubated with either IgG1-ICs or Fc5 IgG1-ICs). IgG1 IC-treated T cells were sorted for cells stimulated by IgG1-ICs (StimT) and those inhibited by IgG1-ICs (InhT). Fc5 IgG1-IC-treated T cells (Fc5T) are not sorted. **(F)** Differential expression of select genes across StimT, InhT, and Fc5T. Genes are differentially expressed if the adjusted p-value < 0.05 and fold change (FC) ≥ 1.5 in either direction. Select DEGs mentioned in-text are in red. Other genes discussed in-text are shown in **Table S4**.

RNA-sequencing (RNA-Seq) was employed to characterize the transcriptional changes elicited by incubating naïve T cells with IgG1 ICs. Activated naïve CD8+ T cells incubated with IgG1-ICs were first sorted to distinguish inhibited (undivided) naïve T cells from the stimulated subset (referred to as “InhT” and “StimT”, respectively) (**Figure 4E**). We also determined the transcriptional profile of naïve T cells incubated with Fc5 IgG1-ICs (abbreviated as “Fc5T”) which do not affect proliferation (**Figure 2**). 

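Poly-A RNA of naïve CD8+ T cells from 3 donors was sequenced on day 5.5 after activation, as stranded, paired-end libraries with a technical duplicate for each sample. The cells were pre-incubated for 2 h with IgG1-ICs at 50 µg/mL, which were not washed away, then activated and cultured, and the activating beads were removed at 60 h. InhT are the undivided cells and StimT the cells that had divided most (Gen6+), both sorted from the culture with IgG1-ICs. Fc5T are unsorted cells from the culture with Fc5 IgG1-ICs. The paper describes their aglycosylated Fc domain as binding FcγRI with high affinity and no other FcγR, and FcRn as wild-type IgG1 does. InhT and StimT came from all 3 donors and Fc5T from donors 1 and 3, which made 16 libraries. A difference between InhT or StimT and Fc5T therefore holds the sort as well as the complex. The paper states that if a library failed, PCR cycles were added for all samples of that donor. The deposited values are estimated counts per gene, made by the authors with cutadapt, HISAT on GRCh38 and featureCounts 1.5.0-p1 on GENCODE 27. A read that maps to several places is split into fractions. In the 14 libraries that the paper used, counts over genes totalled 19787140 to 52021421 (median 30147084, n = 4 libraries) in InhT, 19486647 to 27550978 (median 24803888, n = 6 libraries) in StimT and 21337427 to 38062121 (median 27844054, n = 4 libraries) in Fc5T. With the 2 libraries that the paper left out, InhT totals ran 1141004 to 52021421 (median 24698593, n = 6 libraries). The paper's reported depth is 27000000 to 65000000 read pairs per library, a different quantity. The values rest on the deposited counts. Duplicates were summed per donor and fraction, rounded and scaled by TMM. The sums were compared by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over 20168 genes, without a donor term. Donors pair the fractions, and with donors as a block edgeR called many more genes. A gene that does not pass here may therefore pass with the block. A DEG has an adjusted p under 0.05 and a fold change of at least 1.5. Levels are CPM, counts relative to the TMM-scaled total, averaged over donors, and each log2 fold change is the first fraction named relative to the other. For the left-out libraries, CPM are relative to the raw total, so they are not on the same scale as the fraction means. With 3 donors against 3 the smallest exact p of a permutation test is 0.1, and with 3 against 2 it is 0.2. Calls for single genes rest on the spread that edgeR shares across genes.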

DESeq2 was used to analyze differentially expressed genes (DEGs); genes were considered differentially expressed if the adjusted p-value < 0.05 and fold change (FC) is ≥ 1.5 in either direction. Non-DEGs were considered upregulated/downregulated if either the adjusted or nominal p-value < 0.10. p-values for genes discussed herein are specified in **Table S4**. 

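Of the 28 genes that the RNA-Seq text of the paper names, 26 averaged at least 1.2 TPM in InhT, StimT or Fc5T over the 14 libraries that the paper used. CR1, complement receptor 1, reached 0.923 ± 0.294 TPM (SD, n = 3) in InhT, its highest fraction. CXCR1, a receptor for IL-8, reached 0.470 TPM in StimT at most. With all 16 libraries, each of the 28 genes reached 1.2 TPM in some fraction, CR1 among them with a mean of 1.38 TPM in InhT. CXCR1 did so in InhT alone, through the left-out libraries, and not in StimT, where the paper has it higher. TPM were computed from the deposited counts and the gene lengths that stand beside them, whereas the paper used TPMCalculator.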

Genes that are discussed below averaged ≥1.2 transcripts per million (TPM) in at least one of the compared subsets (**Table S5**); that is, basal expression (TPM ≥1) of discussed genes was established in InhT, StimT, and/or Fc5T.

CCR7+ CD45+ T cells encompass at least three subsets with a “naïve-like” phenotype (49): (a) recent thymic emigrants (RTEs), the least differentiated subset, reportedly express CD103, PTK7, and markers associated with innate immunity (e.g. CR1, CR2, and IL-8) (58, 59); (b) stem cell memory T cells (Tscm) expressing CD95, IL-2Rβ, CD58 and markers characteristic of effector/memory T cells (e.g. CXCR3, CD11a/b/c) (51, 60); and (c) memory T cells with a naïve phenotype (Tmnp) that differ from Tscm in CD95, CD11a, and IL-2Rβ but express relatively high levels of CXCR3, CD49d, T-BET, and IFN-γ (50, 61). 

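CR2, the complement receptor CD21, was lower in StimT than in InhT, at 0.335 ± 0.355 CPM (SD, n = 3) and 8.03 ± 2.98 CPM (SD, n = 3). It lies on chromosome 1 from 207454230 to 207489895 of GRCh38, and its log2 fold change was -4.58 (standard error 0.91, adjusted p = 0.0350 in edgeR, or 0.0602 over all 16 libraries). ITGAX, the integrin chain CD11c, was higher in StimT than in InhT, at 116 ± 103 CPM (SD, n = 3) and 5.63 ± 0.520 CPM (SD, n = 3), a log2 fold change of 4.37 (standard error 0.78, adjusted p = 0.0280 in edgeR). ITGAM, the integrin chain CD11b, gave 4.42 (standard error 0.86, adjusted p = 0.0326 in edgeR, or 0.0701 over all 16 libraries). Against Fc5T, these 3 genes did not pass in edgeR on donor sums. The log2 fold change of InhT was 4.09 (standard error 1.05, adjusted p = 0.0956 in edgeR, or 0.0338 with donors as a block) for CR2, -3.10 for ITGAX and -2.29 for ITGAM. CR1, on chromosome 1 from 207496147 to 207640647, had 506 counts in InhT and 3 in Fc5T, a 122-fold ratio of rates with a 95% counting interval of 41.4 to 593. CR1 did not pass the test over donors (adjusted p = 0.0668 in edgeR, or 0.0232 with donors as a block). Its log2 fold change of StimT relative to InhT was -2.27 (standard error 0.85, adjusted p = 0.147 in edgeR). PTK7, a receptor-like kinase of recent thymic emigrants, had log2 fold changes of -1.68 (standard error 0.72, adjusted p = 0.192 in edgeR, or 0.0129 with donors as a block) for StimT relative to InhT and 0.87 (standard error 0.81, adjusted p = 0.524) for InhT relative to Fc5T. The death receptor gene FAS, IL2RB, the inhibitory receptor genes BTLA and LAG3, the transcription factor gene TBX21, GZMB, IFNG and ITGAL did not pass the test of edgeR on donor sums in either comparison. Their log2 fold changes ran from 0.53 (IL2RB) to 3.52 (GZMB) for StimT relative to InhT, with adjusted p of 0.0781 (TBX21) to 0.296 (IL2RB) in edgeR. For InhT relative to Fc5T they ran from -4.21 (LAG3) to -1.13 (FAS), with adjusted p of 0.0798 (LAG3) to 0.169 (IFNG) in edgeR. With donors as a block, FAS, LAG3, TBX21, GZMB, IFNG and ITGAL passed for StimT against InhT (adjusted p of 0.00184 to 0.0396 in edgeR). For InhT against Fc5T, IL2RB, BTLA, LAG3, TBX21, GZMB, IFNG, ITGAL, ITGAM and ITGAX passed with the block (adjusted p in edgeR of 0.00430 to 0.0470). Over all 16 libraries the log2 fold change of StimT relative to InhT was -4.47 for CR2, 4.31 for ITGAX and 3.55 for ITGAM. The left-out InhT libraries of replicates 1 and 2 held CR2 at 0.876 and 0 CPM and ITGAX at 64.9 and 2.52 CPM. Leaving out a donor sum ended calls for StimT against InhT. For CR2 the adjusted p in edgeR was then 0.0510 without Fc5T replicate 3, 0.115 or 0.107 without InhT replicate 1 or 2 and 0.108 without StimT replicate 1. For ITGAX it was 0.118 or 0.124 without InhT replicate 1 or 2 and 0.0734 without StimT replicate 1, and for ITGAM 0.117 or 0.131 without InhT replicate 1 or 2 and 0.0734, 0.0556 or 0.0579 without StimT replicate 1, 2 or 3. Calls were gained too, with TBX21 at 0.0449 between StimT and InhT without StimT replicate 2. Between InhT and Fc5T the genes gained without StimT replicate 2 were LAG3, TBX21, CR1, CR2 and ITGAX (adjusted p in edgeR of 0.0344 to 0.0497). Without StimT replicate 3 they were BTLA, TBX21, CR1, CR2 and ITGAX (0.0247 to 0.0433 in edgeR).

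**Figure D1:**
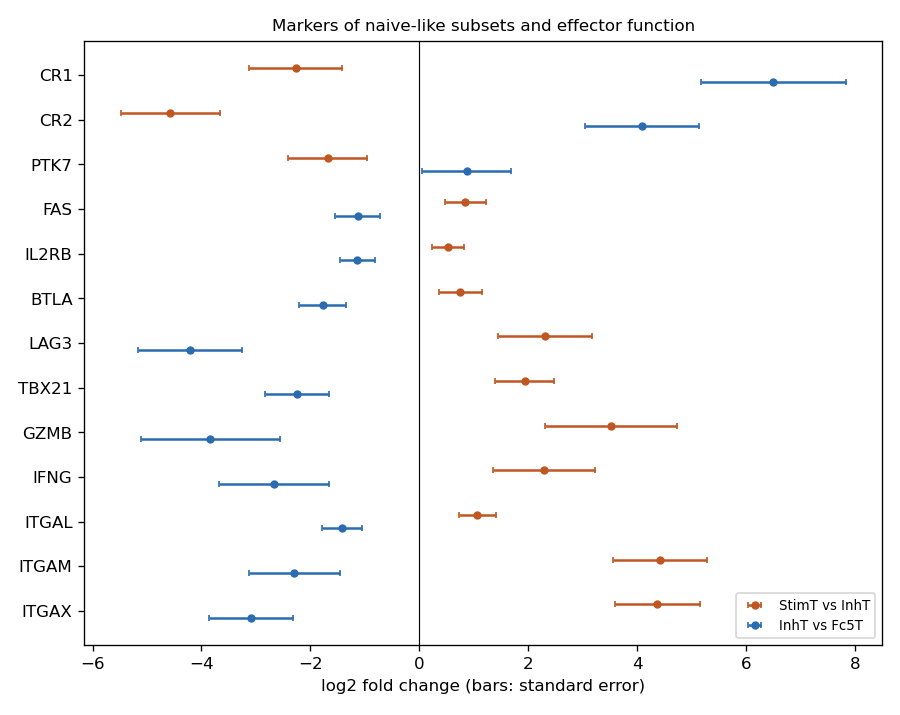
Log2 fold changes of 13 surface, cytotoxic and transcription factor genes, for StimT relative to InhT (orange) and InhT relative to Fc5T (blue), over 3, 3 and 2 donors. Points are edgeR estimates from donor sums and bars their standard errors. CR2 lies at -4.58 and ITGAX at 4.37 for StimT relative to InhT.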

Compared to StimT and Fc5T, InhT cells expressed more CR1, CR2, and PTK7 and less CD95, IL2RB, BTLA, LAG3, TBET, GZMB, IFNG, CD11A/B/C (**Figure 4F** and **Table S4**). Compared to InhT and Fc5T, StimT cells expressed more CXCR3, CD49D, FCGR3A, GZMA, CD11B, CD11C (**Figure 4F** and **Table S4**). 

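CXCR3, a chemokine receptor of effector and memory T cells, was higher in StimT than in InhT, at 149 ± 32.6 CPM (SD, n = 3) and 20.3 ± 4.71 CPM (SD, n = 3). CXCR3 is annotated on chromosome X from 71615916 to 71618517 of GRCh38, and its log2 fold change was 2.88 (standard error 0.28, adjusted p = 0.00374 in edgeR). ITGA4, the integrin chain CD49d, on chromosome 2 from 181457202 to 181536187, was higher in StimT as well, at 749.8 ± 242 CPM (SD, n = 3) against 198 ± 74.8 CPM (SD, n = 3), with 1.92 (standard error 0.37, adjusted p = 0.0316 in edgeR). FCGR3A and GZMA, a low-affinity IgG receptor and a granzyme, did not pass. The log2 fold change of FCGR3A was 2.77 (standard error 1.26, adjusted p = 0.212 in edgeR, or 0.0423 with donors as a block), and that of GZMA 3.64 (standard error 1.56, adjusted p = 0.190 in edgeR, or 3.89e-04 with donors as a block). FCGR3A is nearly identical to FCGR3B and may share reads with it, so its level is uncertain. Relative to Fc5T, the log2 fold changes of StimT for CXCR3, ITGA4, FCGR3A, GZMA, ITGAM and ITGAX ran from 0.66 (CXCR3) to 2.13 (ITGAM), and none of the 6 passed, with adjusted p of 0.624 (ITGAM) to 0.811 (FCGR3A) in edgeR. Their unadjusted p in edgeR ran from 0.0419 (ITGAM) to 0.325 (FCGR3A). CXCR3 itself was lower in InhT than in Fc5T, with -2.22 (standard error 0.29, adjusted p = 0.0299 in edgeR). For StimT relative to InhT over all 16 libraries, the log2 fold changes were 2.90 for CXCR3, 2.05 for ITGA4 and 3.55 for GZMA. That of FCGR3A turned to -0.75, with FCGR3A at 14.9 and 25.7 CPM in the left-out libraries of InhT replicates 1 and 2. Leaving out a donor sum ended the call of ITGA4, with adjusted p in edgeR of 0.112 or 0.128 without InhT replicate 1 or 2 and 0.0946 or 0.0568 without StimT replicate 1 or 2. The call of CXCR3 between InhT and Fc5T ended as well, with 0.183 or 0.109 without Fc5T replicate 1 or 3, 0.157 or 0.149 without InhT replicate 1 or 2 and 0.0578 without StimT replicate 1 in edgeR. GZMA in StimT relative to Fc5T turned to a log2 fold change of -0.45 without StimT replicate 3.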

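CXCR1 and PRF1, which encode an IL-8 receptor and perforin, stood at 0.451 ± 0.602 CPM (SD, n = 3) and 91.5 ± 24.0 CPM (SD, n = 3) in StimT. In InhT they stood at 0.0167 ± 0.0289 CPM (SD, n = 3) and 43.1 ± 15.2 CPM (SD, n = 3). The log2 fold changes of StimT relative to InhT were 4.16 (standard error 1.60, adjusted p = 0.155 in edgeR, or 0.0213 with donors as a block) and 1.09 (standard error 0.30, adjusted p = 0.0764 in edgeR, or 0.00941 with donors as a block). PRF1 also passed without InhT replicate 3, at an adjusted p of 0.0458 in edgeR. Other settings that called PRF1 include at least 10 counts in every sum, no filter on low counts, DESeq2 on donor sums and limma-voom, and CXCR1 was called with no filter and in DESeq2 with libraries as replicates. Among the other genes drawn in Fig. 4F, TOX, a transcription factor gene of persistently stimulated T cells, and HAVCR2, which encodes the inhibitory receptor TIM-3, were higher in StimT than in InhT. TOX had a log2 fold change of 2.54 (standard error 0.46, adjusted p = 0.0298 in edgeR, or 0.176 over all 16 libraries) and HAVCR2 of 2.53 (standard error 0.46, adjusted p = 0.0293 in edgeR). IL6R, the IL-6 receptor gene on chromosome 1 from 154405193 to 154469450 of GRCh38, was lower in StimT, at 1.90 ± 1.24 CPM (SD, n = 3) against 71.7 ± 20.8 CPM (SD, n = 3). Its log2 fold change was -5.23 (standard error 0.52, adjusted p = 0.00374 in edgeR), a call kept when any donor sum was left out. IL9R, the IL-9 receptor gene, was lower in InhT than in Fc5T, with -4.07 (standard error 0.53, adjusted p = 0.0293 in edgeR). Taken over all 16 libraries, StimT relative to InhT gave 0.83 for CXCR1 and 1.15 for PRF1. The left-out libraries of InhT replicates 1 and 2 held PRF1 at 8.76 and 24.9 CPM. When a donor sum was left out, the adjusted p of TOX in edgeR was 0.121 or 0.118 without InhT replicate 1 or 2 and 0.0868 without StimT replicate 1. For HAVCR2 it was 0.106 or 0.110 without InhT replicate 1 or 2 and 0.0784 or 0.0519 without StimT replicate 1 or 3. For IL9R it was 0.183 without Fc5T replicate 1, 0.161, 0.156 or 0.0536 without InhT replicate 1, 2 or 3 and 0.0586 without StimT replicate 1.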

StimT cells also differentially expressed higher levels of CXCR1, CCR5, IFNG, GZMB, PRF1, CD11A, and LAG3 compared to InhT cells (**Figure 4F**). 

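Of 25 measured genes that keep naïve T cells quiescent, BACH2, which encodes a repressor of effector genes, was the member that edgeR called, lower in StimT than in InhT (3 lower when adjusted over the list alone, 3 lower in DESeq2 on donor sums, 4 lower in limma-voom). BACH2 lies on chromosome 6 from 89926529 to 90296908 of GRCh38 and stood at 188 ± 15.6 CPM (SD, n = 3) in InhT and 89.5 ± 6.35 CPM (SD, n = 3) in StimT, with a log2 fold change of -1.07 (standard error 0.22, adjusted p = 0.0388 in edgeR, or 0.0695 over all 16 libraries). TOB1 and TXNIP, which restrain proliferation and glucose uptake, gave -1.03 (standard error 0.28, adjusted p = 0.0717 in edgeR, or 0.0138 with donors as a block) and -0.82 (standard error 0.31, adjusted p = 0.155 in edgeR). As a list, these genes ranked higher in InhT than in the mean of StimT and Fc5T, with a median log2 fold change of 0.53 and adjusted p = 0.0228 in camera at a preset correlation of 0.01 between genes. The list was not called with the correlation estimated from the data (adjusted p = 0.771 with an estimated correlation). That setting called no list in any contrast, and whether it could call one with so few sums was not tested. Of 7 measured genes listed for recent thymic emigrants, CR2 was lower and TOX higher in StimT than in InhT. The list holds CR1, CR2 and PTK7, which the paper names for these cells, and so is not independent of it. It also holds TOX and SOX4, which the paper does not name for them, so it does not test the paper's markers alone. As a list the 7 genes did not stand apart in InhT, with a median of -0.46 while the test pointed upward (adjusted p = 0.843 in camera). The log2 fold change of BACH2 over all 16 libraries was -1.00, with 41.2 and 139 CPM in the left-out libraries of InhT replicates 1 and 2. For BACH2 the adjusted p in edgeR was 0.0546 or 0.0553 without Fc5T replicate 1 or 3, 0.122 or 0.148 without InhT replicate 1 or 2 and 0.110, 0.0631 or 0.0761 without StimT replicate 1, 2 or 3. For the quiescence list the adjusted p in camera was 0.0527 against Fc5T alone (0.164 with donors as a block), 0.0643 over all 16 libraries, 0.15 without InhT replicate 3 and 0.0566 by fgsea. The thymic emigrant list turned downward with donors as a block at adjusted p = 0.899 and without Fc5T replicate 3 at adjusted p = 0.403 in camera.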

While the examined transcriptional features pertain to the final state of activated T cells that had been incubated with IgG1 ICs, inferences can be made about the originating state of the naïve-like T cells; namely, the aforementioned characteristics indicate that naïve T cells whose proliferation is inhibited by IgG ICs are relatively the least differentiated subset presenting immature features that resemble those of RTEs. Conversely, naïve T cells stimulated by IgG ICs have transcriptional features indicative of more differentiated, early memory progenitors with Tmnp-like features.

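Of 10 measured genes of early memory T cells, CXCR3, ITGAX, ITGA4, ITGAM and CD58 were higher in StimT than in InhT (8 when adjusted over the list alone). CXCR3 was lower in InhT than in Fc5T (10 lower over the list alone). CD58, an adhesion molecule that binds CD2, had a log2 fold change of 2.16 (standard error 0.44, adjusted p = 0.0383 in edgeR, or 0.0626 over all 16 libraries) for StimT relative to InhT. The list comes from the markers that the paper discusses, so its direction is not independent evidence. It ranked lower in InhT than in the mean of StimT and Fc5T, with a median log2 fold change of -2.17 and adjusted p = 3.77e-07 in camera (adjusted p = 0.572 with an estimated correlation). In StimT against the mean of InhT and Fc5T the median was 0.98, with adjusted p = 5.06e-05 in camera (adjusted p = 0.572 with an estimated correlation). Against Fc5T alone the median in StimT was -0.23 while the test pointed upward (adjusted p = 0.667 in camera), and Fc5T against the mean of InhT and StimT had 0.88 (adjusted p = 2.23e-04 in camera, and adjusted p = 0.572 with an estimated correlation). Among 26 cytotoxic effector genes, CST7 and CCL5, which encode cystatin F of cytotoxic granules and a chemokine, were higher in StimT than in InhT (7 over the list alone). CST7, on chromosome 20 from 24949230 to 24959928 of GRCh38, stood at 27.5 ± 3.48 CPM (SD, n = 3) in StimT and 2.62 ± 0.882 CPM (SD, n = 3) in InhT, with 3.38 (standard error 0.31, adjusted p = 0.00374 in edgeR). It was lower in InhT than in Fc5T as well, with -3.29 (standard error 0.33, adjusted p = 0.0171 in edgeR). The cytotoxic list ranked lower in InhT, with a median of -1.66 and adjusted p = 2.74e-04 in camera (adjusted p = 0.610 with an estimated correlation). HAVCR2 was the member that edgeR called of 10 inhibitory receptor genes for StimT against InhT (1 over the list alone). That list ranked lower in InhT too, with a median of -1.76 and adjusted p = 0.00240 in camera (adjusted p = 0.610 with an estimated correlation, and 0.180 against StimT alone, or 0.0274 there with donors as a block at the preset correlation). HLA-DRA, an MHC class II chain, was the member that edgeR called of 14 activation genes (8 over the list alone), at 34.7 ± 24.4 CPM (SD, n = 3) in StimT and 1.63 ± 1.68 CPM (SD, n = 3) in InhT. The activation list had a median of -1.47 in InhT and adjusted p = 1.18e-04 in camera (adjusted p = 0.572 with an estimated correlation). The 14 chemokine receptor genes, with CXCR3 called, had a median of -2.53 and adjusted p = 0.177 in camera (adjusted p = 0.655 with an estimated correlation). Of 7 cytokine genes edgeR called 0 between StimT and InhT (2 over the list alone, 4 higher at an unadjusted p under 0.05, 1 higher in DESeq2 on donor sums, 2 higher and 1 lower in limma-voom) and 0 between InhT and Fc5T (3 lower at an unadjusted p under 0.05, 2 lower in DESeq2 on donor sums, 1 lower in limma-voom). As a list they had a median of -0.78 and adjusted p = 0.0701 in camera (adjusted p = 0.653 with an estimated correlation). The chemokine receptor list passed at an adjusted p in camera of 0.0298 with donors as a block, 0.0326 with scaling by the total count only and 0.0403 without Fc5T replicate 1. The cytokine list passed at 0.0301 with scaling by the total count only, 0.0367 with upper-quartile scaling, 0.0230 without Fc5T replicate 3 and 0.0209 without StimT replicate 2 in camera. These calls are at the preset correlation and were not run with an estimated one. Of the 5 early memory calls the number kept was 4 without Fc5T replicate 1 or 3 or InhT replicate 3, 1 without InhT replicate 1 or 2 or StimT replicate 1, 2 without StimT replicate 2 and 3 without StimT replicate 3 when a donor sum was left out. Of the 2 cytotoxic calls it was 1 without InhT replicate 1 or 2. The adjusted p of HLA-DRA in edgeR was 0.0359, but 0.0567 over all 16 libraries, 0.0529 or 0.0541 without Fc5T replicate 1 or 3, 0.139 or 0.129 without InhT replicate 1 or 2 and 0.0912 or 0.0627 without StimT replicate 1 or 3. With all 16 libraries, the log2 fold change of CST7 for StimT relative to InhT was 2.98, with CST7 at 0 and 13.5 CPM in the left-out libraries of InhT replicates 1 and 2. From the higher CR1, CR2 and PTK7 and the lower memory and effector transcripts of InhT, the paper reasons that the inhibited cells were relatively the least differentiated, with features resembling those of recent thymic emigrants. From the transcripts higher in StimT it reasons that the stimulated cells had features of more differentiated, early memory progenitors, like those of memory T cells of naïve phenotype.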

To elucidate pathways that may be involved in mediating IgG1-IC effects, DEGs were analyzed for overlap with pathways deposited in the MSigDb database (34); and Gene Set Enrichment Analysis (62) (GSEA) was performed to identify transcriptional signatures enriched in each subset. 

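IL6R and NOG, which encodes a secreted antagonist of bone morphogenetic proteins, were among the genes most reduced in StimT relative to InhT. CABLES1 and CDCP1 were among those most increased. NOG had a log2 fold change of -6.19 (standard error 0.47, adjusted p = 0.00164 in edgeR), and CABLES1, a gene of a cyclin-dependent kinase binding protein on chromosome 18 from 23134564 to 23260467 of GRCh38, of 5.71 (standard error 0.88, adjusted p = 0.0203 in edgeR). Relative to Fc5T, CABLES1 was lower in InhT, with a log2 fold change of -6.55 (standard error 0.93, adjusted p = 0.0331 in edgeR). IL6R was higher there, with 3.99 (standard error 0.58, adjusted p = 0.0367 in edgeR, or 0.0587 over all 16 libraries). In all, edgeR called 692 genes between StimT and InhT, 313 higher and 379 lower in StimT. Between InhT and Fc5T it called 100, 26 higher and 74 lower in InhT. Both comparisons called 86 genes that StimT against Fc5T did not call. Of these, 23 were higher and 63 lower in InhT than in both other fractions and 0 had opposite directions, where independent lists would share 0.489, 1.15 and 1.79. Simulated fractions with no difference and the same InhT sums had a median of 0 calls in each comparison, so the 0 calls that they shared at most say nothing of sharing. At an unadjusted p under 0.05 in edgeR, 1101 genes were above and 1552 below both other fractions in InhT, against means of 61.9 and 118 in that simulation. The 3 InhT sums are too few to be divided between the comparisons, so part of the excess may come from the shared InhT sums. The fold changes of InhT in both comparisons had a covariance of 1.40, against 0.249 in that simulation (correlation across genes 0.769 against 0.440, genes not being independent replicates). Besides those named, the genes of largest change among DEGs with a mean log2 CPM of at least 3 were NPTX1, HOPX, NCF4, GPR15, ITGAM, ITGAX, HLA-DRA and TRIB1, higher in StimT than in InhT, and TLE2, KBTBD11, GPRASP1, CARNS1, HPCAL4, ZNF844, LRP1 and TNFRSF10D, lower in StimT. For InhT relative to Fc5T they were KBTBD11, CARNS1, ZNF844, TNFRSF10A, ZNF252P, ZNF780B, NR3C2, CAMK1D and SCAND2P, higher, and TRIB1, CYP1B1, PDGFRB, IL9R, DUSP6, NCF4, LGALS1, PDE4A and F2R, lower. Between StimT and Fc5T edgeR called 0 genes, with 1591 at an unadjusted p under 0.05. DESeq2 called 107 on donor sums, limma-voom 0, and edgeR 4 with donors as a block. Libraries taken as replicates gave 1282 in edgeR and 2242 in DESeq2. Donor sums did not overlap between StimT and InhT for 5958 genes (29.5%, where chance gives 10%), nor between InhT and Fc5T for 9039 (44.8%, chance 20%), the 692 and 100 called genes included.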

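Over all 16 libraries the DEG counts for StimT against InhT, InhT against Fc5T and the shared region were 269 (104 higher), 41 (6 higher) and 33 in edgeR. All 269 and 41 were among the calls made on the paper's libraries. CABLES1 then had a log2 fold change of 5.87 for StimT relative to InhT, and the left-out libraries of InhT replicates 1 and 2 held it at 0 and 0 CPM. With donors as a block the 3 counts were 4224 (2464 higher), 1811 (616 higher) and 1433, with 53.8 and 146 shared genes for independent lists with the same direction. Scaling by the total count only moved the share of higher genes to 24.5% of 1481 for StimT against InhT and 61.2% of 201 for InhT against Fc5T, from 45.2% and 26%. When 1 donor sum was left out, the 3 counts were 398, 0 and 0 without Fc5T replicate 1 and 388, 9 and 8 without Fc5T replicate 3. They were 42, 0 and 0 without InhT replicate 1, 57, 0 and 0 without InhT replicate 2 and 1103, 43 and 42 without InhT replicate 3. With fewer StimT sums they were 57, 9 and 8 without StimT replicate 1, 348, 541 and 219 without StimT replicate 2 and 310, 534 and 162 without StimT replicate 3. Of the 20 genes of largest change between StimT and InhT, the number still called was 18 without Fc5T replicate 1 or 3, 9 without InhT replicate 1, 10 without InhT replicate 2, 19 without InhT replicate 3, 11 without StimT replicate 1 and 15 without StimT replicate 2 or 3. Of the 20 between InhT and Fc5T it was 0 without Fc5T replicate 1 or InhT replicate 1 or 2, 3 without Fc5T replicate 3, 9 without InhT replicate 3 and 4 without StimT replicate 1. Over all 16 libraries 14 and 11 stayed called. NOG and IL6R stayed called between StimT and InhT in each of these.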

InhT cells differentially expressed 2032 genes (**Figure 5A**) which distinguish naïve T cells inhibited by IgG1-ICs from (a) those stimulated by IgG1-ICs (StimT) and (b) naïve T cells incubated with a control of no/residual IgG-Fc-binding (Fc5T). These DEGs significantly overlapped (FDR q-value < 0.005) with gene sets associated with TCR-, SHP2-, PI3K-, mTOR-, NFAT-, MYC-, and FOXO- signaling (**Figure 5B**). 

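Of 43 measured genes of T cell receptor and CD28 signalling, PTPN22 and CD3D were higher in StimT than in InhT (8 when adjusted over the list alone). PTPN22 was lower in InhT than in Fc5T (1 lower over the list alone). It encodes a phosphatase that damps T cell receptor signals and lies on chromosome 1 from 113813811 to 113871759 of GRCh38. PTPN22 stood at 182 ± 12.8 CPM (SD, n = 3) in StimT, 81.7 ± 15.3 CPM (SD, n = 3) in InhT and 229.6 ± 16.6 CPM (SD, n = 2) in Fc5T. Its log2 fold change was 1.16 (standard error 0.22, adjusted p = 0.0310 in edgeR) for StimT relative to InhT and -1.49 (standard error 0.24, adjusted p = 0.0400, or 0.0644 over all 16 libraries) for InhT relative to Fc5T. CD3D, a chain of the receptor complex, gave 1.30 (standard error 0.30, adjusted p = 0.0490 in edgeR, or 0.155 over all 16 libraries) for StimT relative to InhT. PTPN6, which encodes the phosphatase SHP1, gave 1.07 (standard error 0.28, adjusted p = 0.0639 in edgeR, or 0.00959 with donors as a block). SOS1, a Ras exchange factor gene, gave 1.03 (standard error 0.28, adjusted p = 0.0682 in edgeR, or 0.0104 with donors as a block). PTPN11, the gene of SHP2, gave 0.67 (standard error 0.40, adjusted p = 0.325 in edgeR) for StimT relative to InhT and -0.96 (standard error 0.44, adjusted p = 0.232) for InhT relative to Fc5T. The list ranked lower in InhT than in the mean of the other fractions, with a median of -0.23 and adjusted p = 0.00382 in camera (adjusted p = 0.633 with an estimated correlation, and 0.0996 with scaling by the total count only). Among 30 genes of the PI3K, AKT and mTOR proteins, the S6 kinase gene RPS6KA1 was higher in StimT than in InhT, with 1.19 (standard error 0.23, adjusted p = 0.0326 in edgeR, or 0.05002 over all 16 libraries). The kinase gene PIK3CB was lower, with -1.73 (standard error 0.22, adjusted p = 0.0117 in edgeR). Adjusted over the list alone, 4 were higher and 2 lower. For InhT against Fc5T edgeR called 0 of the 30, with 1 higher over the list alone (2 higher and 6 lower at an unadjusted p under 0.05, 1 higher and 1 lower in DESeq2 on donor sums, 1 higher and 2 lower in limma-voom). Across all 16 libraries the log2 fold change of PTPN22 for StimT relative to InhT was 1.24, with PTPN22 at 113 and 23.3 CPM in the left-out libraries of InhT replicates 1 and 2. Of the 2 receptor signalling calls the number kept without a donor sum was 0 without Fc5T replicate 1 or 3, InhT replicate 1 or 2 or StimT replicate 1 or 2 and 1 without InhT replicate 3. The adjusted p of PIK3CB in edgeR was 0.0559 without InhT replicate 2 and 0.0686 without StimT replicate 1. For RPS6KA1 it ranged from 0.0502 without StimT replicate 3 to 0.132 without InhT replicate 2, and the call was kept only without InhT replicate 3, at 0.0343. The call of PTPN22 against Fc5T had an adjusted p in edgeR of 0.310 or 0.124 without Fc5T replicate 1 or 3, 0.168, 0.198 or 0.0504 without InhT replicate 1, 2 or 3 and 0.0791 without StimT replicate 1.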

InhT cells also expressed lower levels of PKCθ, NFKB1, and BCL2L1 which are major effectors downstream of CD28 signaling (63) (**Table S4**). Additionally, GSEA revealed that InhT cells were enriched for (a) transcriptional hallmarks of Wnt/β-Catenin signaling (FDR q-value <0.01) and (b) genes known to be induced in dysfunctional T cells that constitutively express an active form of NFAT (35) (FDR q-value <0.135) (**Figure 5C**). 

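PRKCQ, the gene of PKCθ, lies on chromosome 10 from 6427143 to 6580301 of GRCh38 and stood at 84.3 ± 12.6 CPM (SD, n = 3) in InhT, 139.5 ± 4.20 CPM (SD, n = 3) in StimT and 123 ± 17.9 CPM (SD, n = 2) in Fc5T. NFKB1, a subunit of NF-κB, stood at 176 ± 64.3 CPM (SD, n = 3), 313 ± 77.5 CPM (SD, n = 3) and 346 ± 24.0 CPM (SD, n = 2). BCL2L1, whose protein protects from apoptosis, stood at 21.1 ± 12.7 CPM (SD, n = 3), 56.9 ± 27.6 CPM (SD, n = 3) and 65.7 ± 7.17 CPM (SD, n = 2). Relative to InhT, the log2 fold changes of StimT were 0.73 (standard error 0.21, adjusted p = 0.0796 in edgeR, or 0.0221 with donors as a block), 0.83 (standard error 0.31, adjusted p = 0.143 in edgeR, or 0.0258 with donors as a block) and 1.43 (standard error 0.46, adjusted p = 0.107 in edgeR, or 0.00553 with donors as a block). InhT relative to Fc5T gave -0.55 (standard error 0.23, adjusted p = 0.195 in edgeR), -0.97 (standard error 0.34, adjusted p = 0.149 in edgeR) and -1.64 (standard error 0.50, adjusted p = 0.126 in edgeR, or 0.0204 with donors as a block). BCL2L1 between StimT and InhT also passed without InhT replicate 3 (adjusted p = 0.0411 in edgeR). Other settings called PRKCQ between StimT and InhT (at least 10 counts in every sum, DESeq2 on donor sums, limma-voom and libraries as replicates), BCL2L1 in both comparisons (no filter on low counts, DESeq2 on donor sums, limma-voom and libraries as replicates) and NFKB1 in both (libraries as replicates). InhT relative to Fc5T over all 16 libraries gave -0.60, -1.07 and -1.65. The left-out libraries of InhT replicates 1 and 2 held NFKB1 at 55.2 and 55.4 CPM.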

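TOX was the member that edgeR called of 14 measured anergy genes, higher in StimT than in InhT (1 higher when adjusted over the list alone) and lower in InhT than in Fc5T (1 lower). It stood at 2.23 ± 0.366 CPM (SD, n = 3) in InhT, 13.0 ± 5.86 CPM (SD, n = 3) in StimT and 19.6 ± 12.5 CPM (SD, n = 2) in Fc5T. It lies on chromosome 8 from 58805418 to 59119208 of GRCh38, and its log2 fold change of InhT relative to Fc5T was -3.13 (standard error 0.50, adjusted p = 0.0400 in edgeR, or 0.158 over all 16 libraries). In InhT against the mean of StimT and Fc5T the anergy list had a median log2 fold change of 0.02 and adjusted p = 0.894 in camera, not past the threshold. The Wnt and β-catenin list of 37 measured genes, which shares members with the hallmark set in Fig. 5C, had a median of -0.04 in InhT while its test pointed upward, with adjusted p = 0.244 in camera. Its median and its test differ in sign, and it did not pass at an adjusted p under 0.05. By fgsea it pointed upward as well, with adjusted p = 0.102. The paper's limit for its GSEA sets is looser, and both values lie under it. With an estimated correlation the adjusted p in camera was 0.774. The direction of the anergy list turned in some settings, with adjusted p in camera of 0.812 over all 16 libraries, 0.492 without Fc5T replicate 3, 0.994 without InhT replicate 1 and 0.902 by fgsea. The log2 fold change of TOX over all 16 libraries was -2.10, with TOX at 41.2 and 28.1 CPM in the left-out libraries of InhT replicates 1 and 2. Its adjusted p for InhT against Fc5T in edgeR was 0.298 or 0.0566 without Fc5T replicate 1 or 3, 0.204, 0.198 or 0.0629 without InhT replicate 1, 2 or 3 and 0.0625 without StimT replicate 1.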

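TCF7 and LEF1 encode transcription factors that act with β-catenin, the product of CTNNB1. TCF7 lies on chromosome 5 from 134114711 to 134151865 of GRCh38 and stood at 969.5 ± 39.9 CPM (SD, n = 3) in InhT, 497 ± 158 CPM (SD, n = 2) in Fc5T and 614 ± 442 CPM (SD, n = 3) in StimT. LEF1 lies on chromosome 4 from 108047545 to 108168956 and stood at 567 ± 107 CPM (SD, n = 3), 561 ± 20.0 CPM (SD, n = 2) and 552 ± 164 CPM (SD, n = 3). For InhT relative to Fc5T the log2 fold change was 0.96 (standard error 0.68, adjusted p = 0.403 in edgeR) for TCF7, 0.01 (standard error 0.31, adjusted p = 0.982) for LEF1 and -0.21 (standard error 0.28, adjusted p = 0.663) for CTNNB1, and none passed the test. LEF1 had no stable direction, with a log2 fold change of -0.09 over all 16 libraries, -0.14 without InhT replicate 3, -0.03 without Fc5T replicate 3 and 0.11 without InhT replicate 1. In TPM, which are not scaled by TMM, LEF1 averaged 399 in InhT and 289 in Fc5T. TCF7 over all 16 libraries gave 0.98, and the left-out libraries of InhT replicates 1 and 2 held TCF7 at 1470 and 1316 CPM and LEF1 at 3.51 and 225 CPM.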

Compared to control (Fc5T), InhT cells also expressed more transcripts for TCF7 and LEF1, major recruits of β-Catenin (**Table S4**). Collectively, these results suggest that IgG1-ICs may interfere with CD28 co-stimulation and influence Wnt/β-Catenin signaling.

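Of the 37 measured Wnt and β-catenin genes, PTCH1, AXIN2, HEY2 and NKD1 were lower in StimT than in InhT (5 lower when adjusted over the list alone). AXIN2 and NKD1 encode feedback inhibitors of Wnt signalling, PTCH1 the Hedgehog receptor and HEY2 a repressor downstream of Notch. AXIN2, on chromosome 17 from 65528563 to 65561647 of GRCh38, stood at 8.96 ± 0.307 CPM (SD, n = 3) in InhT and 2.88 ± 0.444 CPM (SD, n = 3) in StimT, with a log2 fold change of -1.64 (standard error 0.30, adjusted p = 0.0293 in edgeR). PTCH1 gave -2.15 (standard error 0.27, adjusted p = 0.0101 in edgeR) and NKD1 -3.31 (standard error 0.69, adjusted p = 0.0399 in edgeR, or 0.0602 over all 16 libraries). HEY2 had a count of 0 in every StimT sum, which allows up to 0.0226 CPM over the fraction, and 0.496 ± 0.0906 CPM (SD, n = 3) in InhT, so it was at least 21.9-fold lower in StimT (adjusted p = 0.0305 in edgeR, or 0.0534 over all 16 libraries). JAG1, a Notch ligand gene, was lower in InhT than in Fc5T, at 0.0684 ± 0.0244 CPM (SD, n = 3) and 6.40 ± 7.09 CPM (SD, n = 2), with -6.41 (standard error 1.07, adjusted p = 0.0458 in edgeR, or 0.0656 over all 16 libraries). Over the list alone 1 gene was higher and 1 lower there. As a list these genes ranked lower in StimT than in the mean of InhT and Fc5T, with a median of -0.14 and adjusted p = 0.00159 in camera (adjusted p = 0.610 with an estimated correlation). Their median for StimT relative to InhT was -0.08, also with HEY2 at its bound. With all 16 libraries, the log2 fold change of AXIN2 was -1.63, with AXIN2 at 7.01 and 10.2 CPM in the left-out libraries of InhT replicates 1 and 2. Of the 4 calls between StimT and InhT the number kept without a donor sum was 2 without Fc5T replicate 1 or StimT replicate 3, 1 without Fc5T replicate 3, InhT replicate 1 or 2 or StimT replicate 2 and 0 without StimT replicate 1. For JAG1 the adjusted p in edgeR was 0.383 or 0.0518 without Fc5T replicate 1 or 3, 0.204, 0.216 or 0.0681 without InhT replicate 1, 2 or 3 and 0.0696 without StimT replicate 1.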

**Figure 5:**
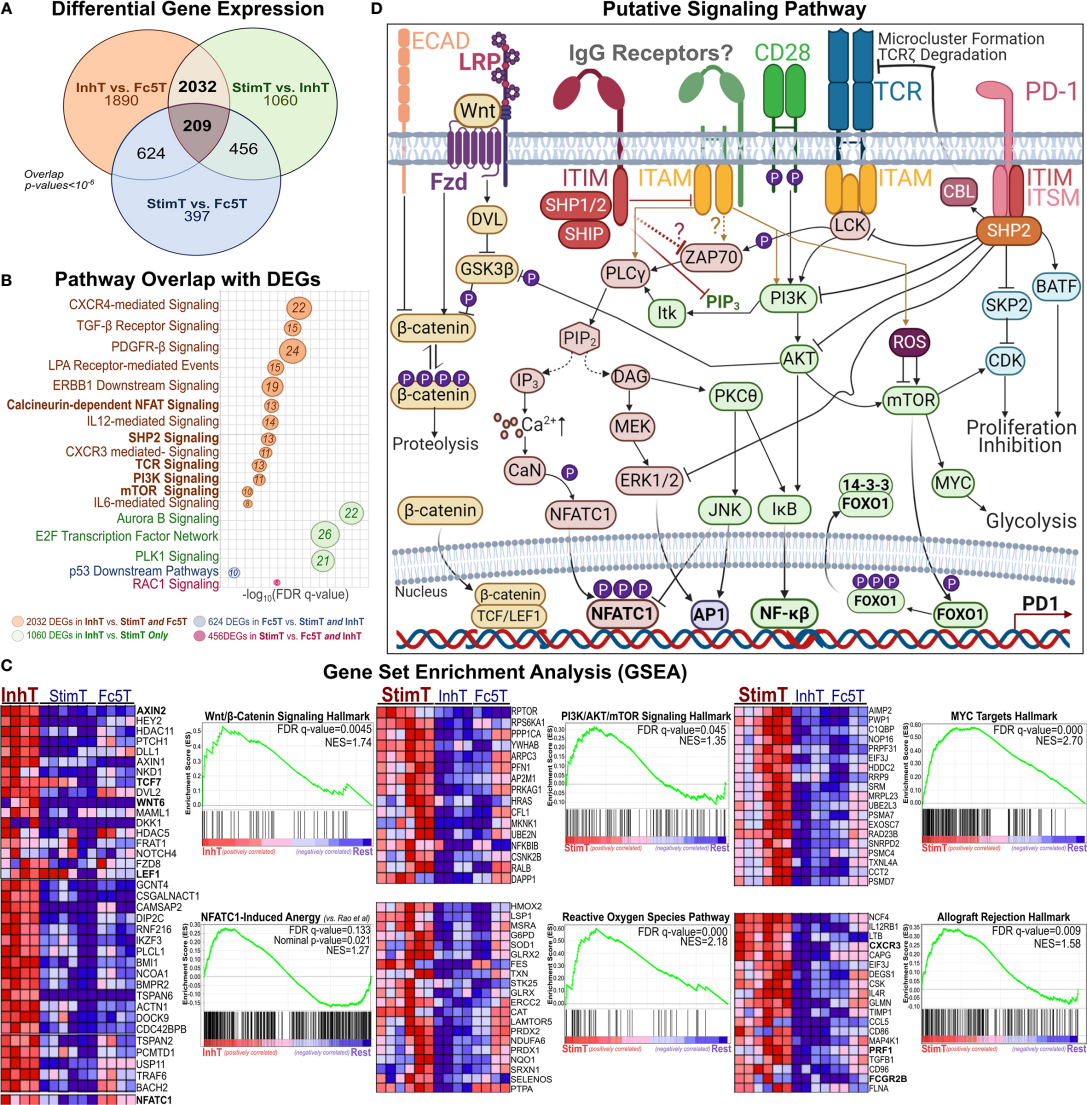
Pathways Perturbed by IgG1 ICs Implicate SHP2, β-Catenin, and AKT/mTOR Signaling **(A)** Venn diagram showing the overlap of differentially expressed genes (DEGs) among StimT, InhT, and Fc5T. Genes are differentially expressed if the adjusted p-value < 0.05 and fold change ≥ 1.5 in either direction **(B)** bubble plot listing select pathways overlapping with observed DEGs. Bubble size is proportional to overlapping number of DEGs. x-axis represents -log(FDR-adjusted q-value) **(C)** Gene set enrichment analysis (GSEA); “Rest” represents any two of InhT, Fc5T, or StimT. For example, “InhT *vs.* Rest” compares InhT to both StimT and Fc5T. The y-axis shows the enrichment score (ES) for members of the gene set. The top portion of the plot shows the running ES for the gene set as the analysis walks down the ranked list of genes. The middle portion of the plot shows where the members of the gene set appear in the ranked list of genes. FDR q-value and the normalized enrichment score (NES) are shown. As recommended by GSEA for non-pre-ranked RNA-Seq, gene sets are considered significantly enriched if the FDR-q value < 0.25. Heatmaps represent select genes contributing to enrichment. By default, GSEA expression values are represented as a range of colors, where red, pink, light blue, and dark blue represent high, moderate, low, lowest expression, respectively. Other enriched pathways are shown in **Table S6** **(D)** Putative signaling network hypothesizing how an IgG1 receptor may theoretically perturb other established T cell pathways.

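EOMES, which encodes a T-box transcription factor of memory T cells, was lower in StimT than in InhT, at 1.41 ± 0.387 CPM (SD, n = 3) and 4.88 ± 1.25 CPM (SD, n = 3). It lies on chromosome 3 from 27715949 to 27722711 of GRCh38, and its log2 fold change was -1.79 (standard error 0.40, adjusted p = 0.0473 in edgeR, or 0.0944 over all 16 libraries). Fc5T had 1.36 ± 0.115 CPM (SD, n = 2) of EOMES, and InhT relative to Fc5T gave 1.84 (standard error 0.47, adjusted p = 0.0928 in edgeR, or 0.0285 with donors as a block). FOXO1, on chromosome 13 from 40469953 to 40666597, a transcription factor gene of quiescent T cells, stood at 162 ± 10.8 CPM (SD, n = 3) in InhT, 77.7 ± 19.9 CPM (SD, n = 3) in StimT and 105 ± 28.0 CPM (SD, n = 2) in Fc5T. The log2 fold change was -1.06 (standard error 0.26, adjusted p = 0.0583 in edgeR, or 0.00914 with donors as a block) for StimT relative to InhT and 0.62 (standard error 0.29, adjusted p = 0.240) for InhT relative to Fc5T. FOXO1 between StimT and InhT was also called with RLE, total-count or upper-quartile scaling, with at least 10 counts in every sum or no filter, with libraries as replicates, in DESeq2 and in limma-voom, and between InhT and Fc5T in DESeq2 with libraries as replicates. Across all 16 libraries, StimT relative to InhT gave -1.64 for EOMES and -0.95 for FOXO1. The left-out libraries of InhT replicates 1 and 2 held EOMES at 0 and 0 CPM and FOXO1 at 2.63 and 70.8 CPM. The call of EOMES ended whichever donor sum was left out. Its adjusted p in edgeR was 0.0768 or 0.0793 without Fc5T replicate 1 or 3, 0.153, 0.140 or 0.0517 without InhT replicate 1, 2 or 3 and 0.128, 0.0769 or 0.0686 without StimT replicate 1, 2 or 3.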

Compared to StimT and Fc5T, InhT cells expressed more transcripts for FOXO1 and EOMES, which are reported to promote memory formation/survival and prevent anergy (64, 65). 

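TSC1, a subunit of the complex that restrains mTORC1, stood at 66.5 ± 8.08 CPM (SD, n = 3) in InhT, 34.7 ± 7.70 CPM (SD, n = 2) in Fc5T and 51.7 ± 22.1 CPM (SD, n = 3) in StimT. It lies on chromosome 9 from 132891348 to 132944633 of GRCh38. InhT relative to Fc5T gave a log2 fold change of 0.94 (standard error 0.37, adjusted p = 0.180 in edgeR), which did not pass the test, nor did it when any donor sum was left out. Over all 16 libraries it was 0.84 (adjusted p = 0.222 in edgeR), with TSC1 at 79.8 and 32.9 CPM in the left-out libraries of InhT replicates 1 and 2.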

Compared to control (Fc5T), InhT cells also differentially expressed more TSC1, which stringently controls mTORC1 activity and maintains naïve T cell quiescence (66) (**Table S4**). StimT cells were enriched for hallmarks of PI3K/AKT/mTOR-, Reactive Oxygen Species (ROS)-, and MYC- signaling (**Figure 5C**); and oxidative phosphorylation. Conversely, Fc5 T cells were enriched for hallmarks of glycolysis, mTORC1-, and E-cadherin- signaling (**Table S6**). 

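Genes of the respiratory chain were higher in StimT than in InhT as a list, with a positive log2 fold change in 56 of 57 and a median of 1.06 (adjusted p = 3.25e-19 in camera, and adjusted p = 0.610 with an estimated correlation). ATP5C1, NDUFA1, COX5A, ATP5E and UQCRFS1, subunits of ATP synthase, complex I, cytochrome oxidase and complex III, passed on their own (44 when adjusted over the list alone, and 47 with donors as a block). ATP5C1, on chromosome 10 from 7788129 to 7807815 of GRCh38, stood at 195 ± 23.4 CPM (SD, n = 3) in StimT and 78.2 ± 18.1 CPM (SD, n = 3) in InhT, with 1.32 (standard error 0.24, adjusted p = 0.0293 in edgeR). Against the mean of InhT and Fc5T the list's median in StimT was 0.65 (adjusted p = 1.60e-15 in camera, and adjusted p = 0.610 with an estimated correlation). Between InhT and Fc5T edgeR called 0 members (9 lower over the list alone, 34 lower at an unadjusted p under 0.05, 10 lower in DESeq2 on donor sums, 10 lower in limma-voom). Of the 13 mitochondrially encoded genes MT-CO1, MT-CYB and MT-CO3 were higher in StimT than in InhT (11 over the list alone). All genes with names that start with MT-, not the 13 alone, took 7.90% to 16.0% of the counts of a StimT library. They took 10.1% to 10.5% of an Fc5T library, and both shares were above those of any InhT library. PRDX5, a mitochondrial peroxiredoxin gene, was the member that edgeR called of 28 genes against reactive oxygen species (7 over the list alone), with 1.12 (standard error 0.25, adjusted p = 0.0465 in edgeR, or 0.424 over all 16 libraries). The median of that list in StimT against the mean of InhT and Fc5T was 0.55 (adjusted p = 3.02e-05 in camera, and adjusted p = 0.631 with an estimated correlation). Against Fc5T alone it was 0.31 and not called (adjusted p = 0.0841 in camera, or 6.91e-04 with donors as a block at the preset correlation). Of 38 MYC target and ribosome biogenesis genes 37 had a positive log2 fold change of StimT relative to InhT, and edgeR called 0 (8 over the list alone, 18 with donors as a block, 11 higher at an unadjusted p under 0.05, 8 higher in DESeq2 on donor sums, 7 higher in limma-voom). Their median in StimT against the mean of the others was 0.61 (adjusted p = 2.28e-08 in camera, and adjusted p = 0.633 with an estimated correlation). The reactive oxygen and MYC lists share members with the hallmark sets in Fig. 5C. The 30 genes of the PI3K, AKT and mTOR proteins did not stand apart in StimT, with a median of 0.04 and adjusted p = 0.953 in camera. Their direction turned in some settings, at an adjusted p in camera of 0.957 with RLE size factors, 0.592 with scaling by the total count only, 0.831 with upper-quartile scaling, 0.818 without InhT replicate 1, 0.838 without InhT replicate 2, 0.871 without StimT replicate 1, 0.939 without StimT replicate 3 and 0.664 by fgsea. The log2 fold change of ATP5C1 over all 16 libraries was 1.41, and 1 of the 57 genes passed. The left-out libraries of InhT replicates 1 and 2 held ATP5C1 at 1.75 and 23.5 CPM. Of the 5 respiratory chain calls the number kept without a donor sum was 2 without Fc5T replicate 1, 1 without Fc5T replicate 3 or StimT replicate 2 or 3, 0 without InhT replicate 1 or 2 or StimT replicate 1 and 4 without InhT replicate 3. Of the 3 mitochondrially encoded ones it was 0 without Fc5T replicate 1 or 3, InhT replicate 1, 2 or 3 or StimT replicate 1, 2 or 3. For PRDX5 the adjusted p in edgeR was 0.0616 or 0.0630 without Fc5T replicate 1 or 3, 0.154 or 0.151 without InhT replicate 1 or 2 and 0.106, 0.0728 or 0.0650 without StimT replicate 1, 2 or 3.

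**Figure D2:**
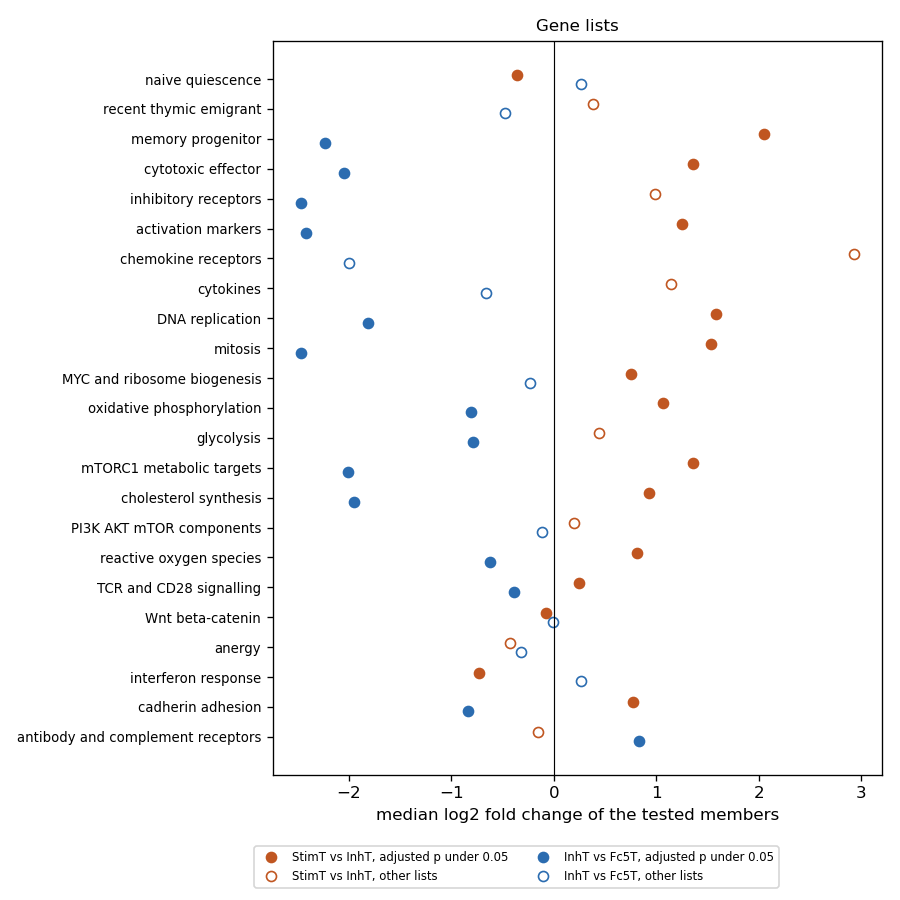
Median log2 fold change of the tested members of 23 gene lists, for StimT relative to InhT (orange) and InhT relative to Fc5T (blue). Filled points have an adjusted p under 0.05 in camera with a preset correlation of 0.01 and open points do not. With an estimated correlation the adjusted p in camera was at least 0.572 for every list in both comparisons. The respiratory chain list lies at 1.06 for StimT relative to InhT.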

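SLC1A4, an amino acid transporter gene, was higher in StimT than in InhT among 20 metabolic targets of mTORC1 (2 when adjusted over the list alone), at 142 ± 96.8 CPM (SD, n = 3) and 14.2 ± 13.4 CPM (SD, n = 3), with a log2 fold change of 3.32 (standard error 0.75, adjusted p = 0.0474 in edgeR, or 0.0709 over all 16 libraries). Fc5T had 188 ± 18.2 CPM (SD, n = 2). JUP, the plakoglobin gene of cell junctions on chromosome 17 from 41754604 to 41786931 of GRCh38, was lower in InhT than in Fc5T among 11 cadherin adhesion genes (3 over the list alone). It stood at 2.17 ± 0.798 CPM (SD, n = 3) and 22.8 ± 6.96 CPM (SD, n = 2), with -3.38 (standard error 0.56, adjusted p = 0.0458 in edgeR, or 0.0644 over all 16 libraries). In Fc5T against the mean of InhT and StimT the mTORC1 list had a median log2 fold change of 1.27 (adjusted p = 2.71e-08 in camera, and adjusted p = 0.610 with an estimated correlation). The cadherin list had a median log2 fold change of 0.69 (adjusted p = 3.12e-04 in camera, and adjusted p = 0.610 with an estimated correlation). Its namesake CDH1, the E-cadherin gene, had 2 counts over all StimT sums and stood at 0.215 ± 0.133 CPM (SD, n = 3) in InhT and 0.208 ± 0.180 CPM (SD, n = 2) in Fc5T. Among 23 glycolysis genes, the list had a median log2 fold change of 0.65 (adjusted p = 5.25e-04 in camera, and adjusted p = 0.723 with an estimated correlation), and was not called without Fc5T replicate 3 (adjusted p = 0.238 in camera). For StimT against InhT, edgeR called 0 of its genes (0 over the list alone, 2 higher and 2 lower at an unadjusted p under 0.05, 1 higher and 1 lower in DESeq2 on donor sums, 1 higher and 2 lower in limma-voom). Between InhT and Fc5T it called 0 as well (0 over the list alone, 3 lower at an unadjusted p under 0.05, 1 lower in DESeq2 on donor sums, 1 lower in limma-voom). For InhT against Fc5T, edgeR called 0 of the 20 mTORC1 targets, with 8 lower over the list alone (12 lower at an unadjusted p under 0.05, 11 lower in DESeq2 on donor sums, 10 lower in limma-voom). Across all 16 libraries, JUP gave a log2 fold change of -3.53, with JUP at 0 and 0 CPM in the left-out libraries of InhT replicates 1 and 2. For SLC1A4 the adjusted p in edgeR was 0.0701 or 0.0711 without Fc5T replicate 1 or 3, 0.163 or 0.156 without InhT replicate 1 or 2 and 0.116 or 0.0734 without StimT replicate 1 or 3. For JUP it was 0.298 or 0.104 without Fc5T replicate 1 or 3, 0.204, 0.216 or 0.0608 without InhT replicate 1, 2 or 3 and 0.0672 without StimT replicate 1.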

Finally, to help visualize how an IgG1 receptor can theoretically regulate T cell function, the aforementioned well-established pathways (66–70) are shown together in **Figure 5D**.

### T Cells Express Multiple Antibody Receptors Including IgG Receptors

We endeavored to survey various T cell subsets for the expression of antibody receptors that could potentially link T cell and B cell immunity *via* ICs. Whereas FcγRs are canonical receptors that exclusively bind IgG Fc, non-canonical FcRs (nc-FcRs) can bind other antibody classes and include C-type lectins (CLEC), Fc-receptor-like molecules (FcRLs), and mannose receptors (9, 11, 12). We analyzed our RNA-Seq data and the dataset (48) published by Ranzani et al. that analyzed the transcriptome of resting purified T cell and B cell subsets. We searched for all non-pseudogenes that encode lectins (CLEC-, SIGLEC-), glycan receptors (e.g. mannose receptors), or known IgG receptors. For various T cell subsets, we then ranked genes at least 0.25 transcripts per million (TPM) (**Figure S9**) and focused on receptors with reported binding to any antibody class (**Table S7**). InhT, StimT, Fc5T, and/or other resting T cell subsets expressed transcripts for complement receptors (CR1, CR2, C3AR1, C5AR1, C1qR) and various antibody receptors including exclusive IgG-Fc-binders (FcγRII, FcγRIII, FcRn), IgM receptor FcμR, TRIM21, MRC2 (Endo180), DCIR (CLEC4A), and FcϵRII (**Figure 6A**).

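FCMR, the IgM receptor gene, was the most abundant of the antibody receptor genes that the paper names, at 356 ± 68.5 TPM in InhT (SD, n = 3), 266 ± 217 in StimT (n = 3) and 96.1 ± 5.84 in Fc5T (n = 2). TRIM21, a cytosolic antibody receptor, stood at 87.6 ± 28.6 TPM in InhT (SD, n = 3), 54.8 ± 13.3 in StimT (n = 3) and 56.3 ± 18.8 in Fc5T (n = 2). FCGRT, the FcRn chain, stood at 20.7 ± 3.05 TPM in InhT (SD, n = 3), 12.4 ± 8.08 in StimT (n = 3) and 8.36 ± 2.66 in Fc5T (n = 2). For scale, CD3E stood at 600.1 ± 41.7 TPM in InhT (SD, n = 3), 519 ± 61.8 in StimT (n = 3) and 551 ± 10.4 in Fc5T (n = 2). CD8A stood at 588 ± 144 TPM in InhT (SD, n = 3), 749 ± 70.3 in StimT (n = 3) and 880.1 ± 128 in Fc5T (n = 2). FCGR2A, FCGR2B and FCGR2C, near-identical genes whose reads may be split among them, summed to 0.0180 ± 0.0311 TPM in InhT (SD, n = 3), 0.234 ± 0.145 in StimT (n = 3) and 0.252 ± 0.216 in Fc5T (n = 2). FCGR3A and FCGR3B, for which the same holds, summed to 0.273 ± 0.278 TPM in InhT (SD, n = 3), 1.39 ± 0.582 in StimT (n = 3) and 0.493 ± 0.612 in Fc5T (n = 2). FCER2, the low-affinity IgE receptor, had a count of 0 in StimT, which allows up to 0.0226 CPM over the fraction, and 2 counts in InhT and 17 in Fc5T. MRC2, a collagen-binding lectin receptor, stood at 6.50 ± 0.456 TPM in InhT (SD, n = 3), 0.712 ± 0.517 in StimT (n = 3) and 4.46 ± 5.21 in Fc5T (n = 2). CLEC4A, a lectin receptor of myeloid cells, stood at 0.579 ± 0.479 TPM in InhT (SD, n = 3), 0.170 ± 0.0546 in StimT (n = 3) and 0.177 ± 0.119 in Fc5T (n = 2). Of the complement receptors, C3AR1 stood at 8.31 ± 3.54 TPM in InhT (SD, n = 3), 8.57 ± 3.25 in StimT (n = 3) and 4.73 ± 4.81 in Fc5T (n = 2). C5AR1 stood at 2.22 ± 1.20 TPM in InhT (SD, n = 3), 0.455 ± 0.250 in StimT (n = 3) and 0.308 ± 0.240 in Fc5T (n = 2), and CD93 at 0.0873 ± 0.0419 TPM in InhT (SD, n = 3), 0.754 ± 1.04 in StimT (n = 3) and 0.304 ± 0.384 in Fc5T (n = 2). CR2 stood at 6.25 ± 2.23 TPM in InhT (SD, n = 3), 0.171 ± 0.169 in StimT (n = 3) and 0.271 ± 0.0982 in Fc5T (n = 2), and CR1 at 0.128 ± 0.119 TPM in StimT and 0.00776 ± 0.00611 in Fc5T. CR2 was the called gene among 13 tested receptors for StimT against InhT (2 lower and 0 higher when adjusted over the list alone). As a list the receptors ranked higher in InhT than in the mean of StimT and Fc5T, with a median log2 fold change of 0.61 and adjusted p = 0.0169 in camera (adjusted p = 0.572 with an estimated correlation, and 0.0925 against StimT alone, or 0.244 there with donors as a block). The list holds CR1 and CR2, which the paper reports as higher in InhT from the same libraries, so its direction is not independent evidence. Its adjusted p in camera was 0.0586 with donors as a block, 0.0593 with scaling by the total count only, 0.364 without Fc5T replicate 1, 0.106 without InhT replicate 3 and 0.0832 by fgsea. With the 2 left-out libraries, the InhT means moved to 2.71 TPM for the FCGR2 genes, 7.73 for the FCGR3 genes, 0.268 for FCER2, 1.08 for CD93, 257 for FCMR, 5.58 for MRC2 and 508 for CD3E. The left-out libraries of InhT replicates 1 and 2 held FCGRT at 7.89 and 45.3 CPM. The call of CR2 ended over all 16 libraries, and without Fc5T replicate 3, InhT replicate 1, InhT replicate 2 or StimT replicate 1, at adjusted p of 0.0510 to 0.115 in edgeR.

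**Figure D3:**
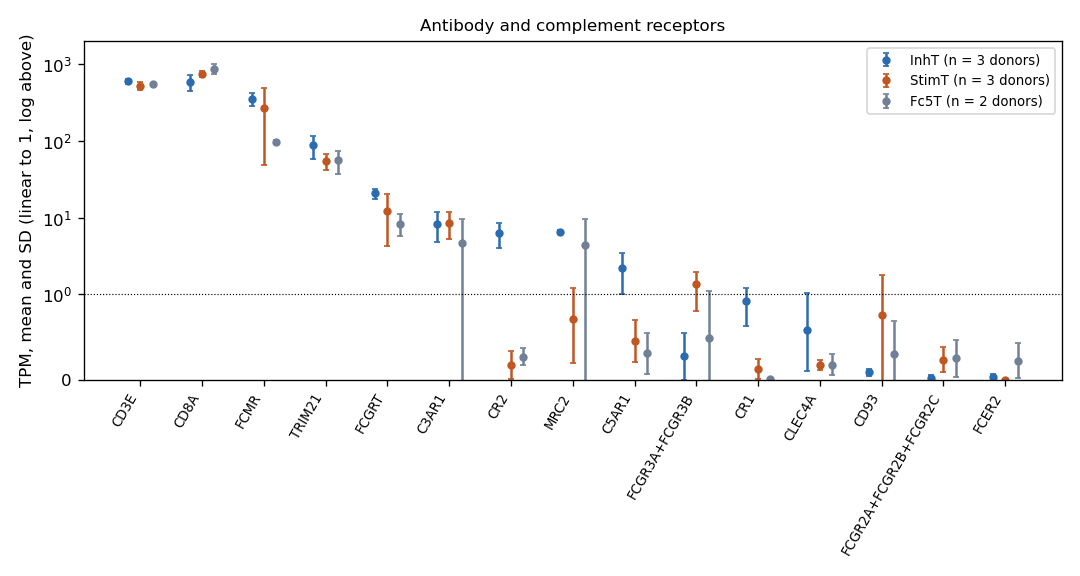
Mean TPM of 15 receptor and control genes or gene sums in InhT (n = 3 donors), StimT (n = 3) and Fc5T (n = 2), with bars for the SD. The axis is linear up to 1 TPM, marked by a dotted line, and logarithmic above, where FCMR reaches 356 TPM in InhT.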

**Figure 6:**
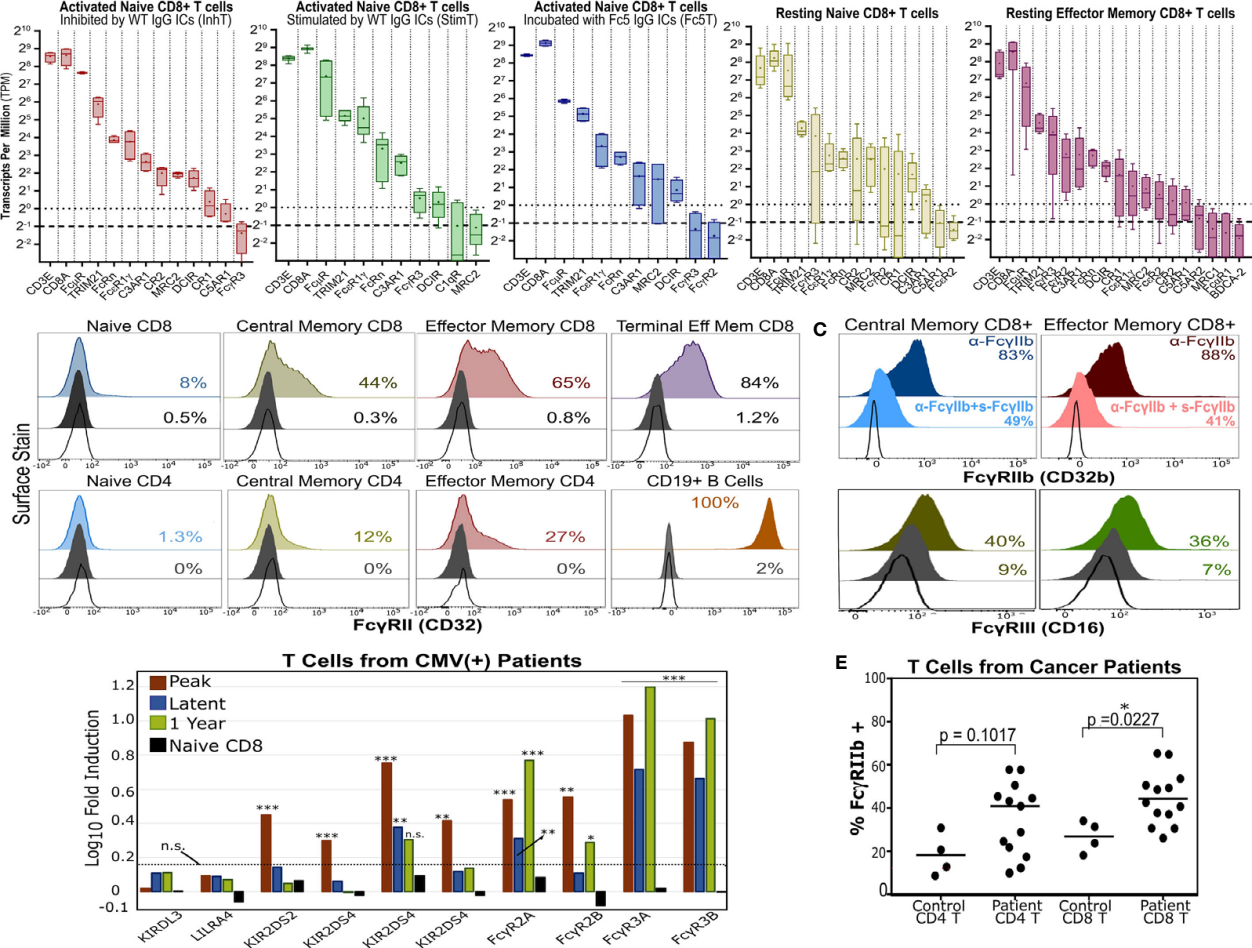
T Cells Express Multiple Antibody Receptors. **(A)** mRNA of lectins and several antibody receptors in various T cell subsets. Results for “resting” subsets derive from RNA-Seq data published by Ranzani et al. (48) and pertain to sorted, non-stimulated cells (4-5 donors). The median (line), mean (dot), minimum/maximum(whiskers), and interquartile range (box) are shown. The dotted and dashed lines represent the TPM=1 (expressed) and TPM=0.5 (very low expression) thresholds. TPMs for CD3E and CD8A are shown for reference. **(B)** Surface expression of FcγRII (CD32) in various unstimulated T cell subsets. B cells serve as a positive control. **(C)** FcγRIIb or FcγRIII surface expression in memory CD8+ T cells. For FcγRIIb, T cells were stained with an aglycosylated FcγRIIb antibody with or without competing soluble, non fluorescent FcγRIIb. **(B, C)** Dark gray and unfilled histograms represent isotype controls and non stained cells, respectively. Displayed percentages correspond to % positive events set relative to unstained cells. **(D)** Differential FcγR gene expression in CD8+ T cells of HCMV-infected patients (vs. healthy donor CD8+ T cells). Results derive from microarray RNA data published by Van Stijn et al. (39). Various timepoints post-infection are shown (3 patients; 3 healthy donors). Non-FcγR genes considered differentially expressed or unchanged by Van Stijn et al. are shown. Asterisks *, **, and *** represent p-values <0.05, p-values <0.01, and p-values < 0.001, respectively. n.s. stands for statistically not significant. The dashed line denotes the fold induction threshold below which no statistical significance was observed. **(E)** FcγRIIb display in T cells isolated from PBMCs of healthy donors or cancer patients. The percent of FcγRIIb(+) events is determined based on the FMO gate.

Transcriptionally, naïve T cells showed low FcγR expression and high expression of FcμR, MRC2, DCIR, and FcRn (**Figure 6A**). Consistent with mRNA levels (**Figure S9**), human naïve T cells upregulated FcγRII surface expression upon differentiation *in vivo* (**Figures 6B** and **S10**). Since little FcγR protein was observed in resting naïve T cells, we checked if FcγRII/III are potentially upregulated upon activation *in vitro*. Staining with anti-FcγRII and anti-FcγRIII increased gradually over time upon T cell activation *in vitro*; however, isotype staining also increased (despite testing multiple clones) which precluded confidently gauging FcγRII upregulation and distinguishing it from Fc-binding by nc-FcRs (**Figure S11**). Memory CD8+ T cells expressed the highest levels of FcγR mRNA and specifically expressed FcγRIII and inhibitory FcγRIIb on the cell surface (**Figure 6C**).

Interestingly, antibody receptors were upregulated in T cells from patients with certain disorders. For example, analyzing microarray data published by Van Stijn et al. (39) revealed that CD8+ T cells from CMV-infected patients differentially expressed more FCGRII/III compared to healthy donors (**Figure 6D**). T cells isolated from PBMCs of various cancer patients (**Table S8**) upregulated inhibitory FcγRIIb surface expression (**Figure 6E**). We further analyzed other published RNA-Seq datasets from healthy donors and hepatocellular carcinoma patients and observed similar trends (**Figure S12**). Moreover, FcγRIIb/III expression was also observed in murine naïve T cells and OT-1 and OT-2 T cells activated *in vitro* and in a melanoma tumor model (**Figure S13**). These results (a) support recent reports (20, 24, 25) demonstrating FcγRII/III expression in memory T cells; (b) show that FcγR expression can be further upregulated in disease settings like cancer and viral infections; and (c) demonstrate that a direct link between T cell and B cell immunity as mediated by potential T cell expression of antibody receptors should not be ignored.

Finally, while our data demonstrates that resting T cells do not express FcγRs at levels that are comparable to B cells or monocytes, we used confocal microscopy to examine whether IgG1-ICs can bind T cells (total CD3+ TCRαβ+ cells) in a manner similar to B cells and monocytes which express exclusively high levels of FcγRIIb and all FcγRs, respectively (5, 8) (e.g., IC stains were on the membrane and not internalized; the profile of staining clusters, etc.). Cells were stained with lineage markers and fluorescent WT- or Fc5- IgG1-ICs. At the same photomultiplier (PMT) gains as T cells and monocytes, B cells were the brightest for FcγRII staining; thus, to avoid signal saturation, PMT gains were adjusted down for B cells (**Figures 7A, B** **)**. Due to their FcγR profile, B cells were expected to bind WT- but not Fc5- IgG1-ICs, whereas monocytes should bind both. Expectedly, WT IgG1-ICs bound B cells. Also, unlike the binding profile of Fc5 IgG-ICs, which was more uniform resembling background staining or residual binding, WT IgG1-IC-stains appeared in concentrated clusters and localized with FcγRII stains (**Figures 7A, B** **)**. Conversely, monocytes had similar binding profiles for Fc5- and WT- IgG1-ICs; and Fc5 IgG1-IC-clusters localized with FcγRI stains (**Figures 7C, D** **)**. Interestingly, like the staining profile (albeit not intensity) of B cells, T cells had a clear presence of clusters when incubated with fluorescent WT IgG1-ICs, which also localized with FcγRII stains (**Figure 7F**). While a few spots were also discernible with T cells stained with fluorescent Fc5 IgG1-ICs (**Figure 7E**), these stains were similar in level to T cells that were not incubated with fluorescent ICs and were outnumbered by T cells stained with WT IgG1-ICs under the same conditions (**Figure 7G**; ~33.5 *vs* 15 “yellow” IC-FcγII clusters per 100 cells for WT- *vs.* Fc5- IgG ICs, respectively).

**Figure 7:**
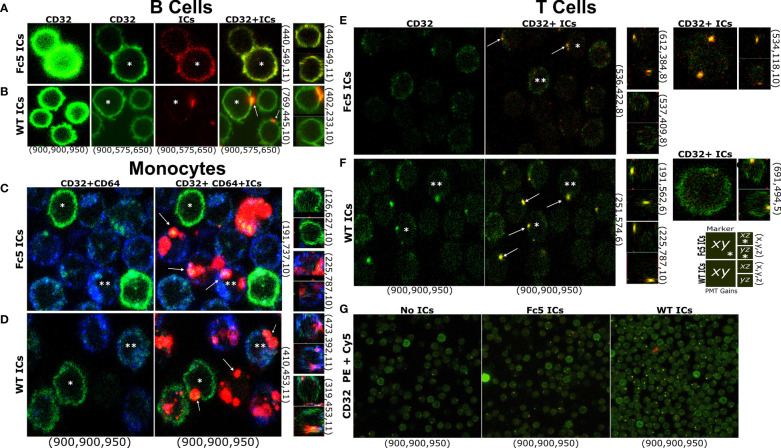
T Cells Bind IgG Immune Complexes in a Manner Similar to B cells and Monocytes **(A–G)** Confocal microscopy of FcγR display and IC staining in total T cells, B cells, or monocytes. **(A–F)** Left row labels indicate fluorescent ICs (WT- or Fc5- IgG1-ICs). Top column labels refer to single-channel or merged images (FcγRII (CD32): green; ICs: red; FcγRI (CD64): blue). Bottom column labels indicate PMT gains used for each detector (PE: green, Cy5: red, BV421: blue-in this order) during image acquisition. Right row labels indicate the x-y-z plane coordinates. Larger and smaller images within each panel correspond to the x-y or x-z/y-z planes, respectively. A schematic legend summarizing the employed labelling system is shown. Asterisks help track the same cell in different images across a row. Arrows emphasize detected fluorescent clusters. For **(G)** top and bottom labels indicate IC type and PMT gains, respectively.

## Discussion

An expanding body of evidence especially in recent years has challenged the early “canonical” view that T cells do not express antibody receptors (20–25). Interestingly, circulating immune complex (CIC) levels have been reported to be higher in some cancer patients compared to healthy individuals and have been used as negative prognosticators (4, 71, 72). While these correlations do not establish causation, they raise an interesting question; namely, can CICs inhibit immune responses?

Here we examined the phenotypic consequences of well-defined soluble ICs on naïve and memory T cell function. We found that IgG1-ICs, but not control ICs formed by antibodies of different isotypes or by aglycosylated IgG1 antibodies that only bind to Fc*γ*RI (and FcRn) but not Fc*γ*RII/III (a) inhibited naïve T cell proliferation and differentiation; but (b) also stimulated the division of a subset of naïve-like progeny. Phenotypic and transcriptional profiling analyses suggested that ICs inhibit the proliferation of a subset of naïve T cells that resemble recent thymic emigrants (49). Conversely, the stimulated subset resembled early memory progenitor T cells with a naïve-like phenotype. IgG1-ICs did not affect the proliferation of memory T cells from peripheral blood of healthy donors (57). However, we show that IgG1-ICs suppressed the production of granzyme-β and perforin in human effector memory T cells, a finding that is consistent with observations in mice (20). Further, our RNA-Seq analyses implicated SHP2-, Wnt/β-Catenin-, and PI3K/AKT/mTOR- signaling pathways in the mediation of IgG1-IC effects on naïve T cells.

To proliferate and acquire effector functions upon TCR stimulation, T cells require the cooperation of transcription factors NFAT, NF-κβ, and AP-1. Upon TCR engagement, Lck phosphorylates ITAMs of CD3/TCRζ chains leading to Zap-70 activation and, ultimately, phospho-lipase C-γ (PLC-γ) recruitment. To effectively activate PLC-γ, naïve T cells require co-stimulation (e.g. *via* CD28) which activates NF-κβ *via* the PI3K-AKT-PKCθ-CARMA1 axis (73, 74). Multiple inhibitory receptors (e.g. PD-1, CTLA-4, and TIGIT) interfere with TCR and/or CD28 signaling. Via their ITIM, ITSM, and/or other motifs, these receptors recruit phosphatases, like SHP-1/2 and/or SHIP-1, which can suppress kinases and inhibit mTOR or NF-κβ activation (68, 75). Our RNA-Seq results suggest that IgG1-ICs may influence T cell function by interfering with CD28 co-stimulation (speculatively, *via* the recruitment of SHP and Wnt/β-Catenin signaling without shutting off NFAT-signaling triggered by TCR stimulation). Defective CD28 signaling can impair NF-κβ activation and reduce PKC-θ activity, which is necessary for AP-1 activation and induces anergy in CD8+ T cells (76, 77). Also, while NFAT is vital for T cell function when activated in the appropriate context, NFAT activity under suboptimal conditions (e.g. inefficient activation of or cooperation with AP-1) is established to induce T cell anergy/hyporesponsiveness (35). Moreover, downregulation of Wnt/β-Catenin signaling is reportedly required for clonal expansion of CD8+ T cells (70). β-Catenin also inhibits NF-κβ (78); is stabilized by SHP2 (79); and reportedly induces anergy in naïve CD4+ T cells (80). Taken with these reports, our results (a) hint that IgG1-ICs may influence T cell function by binding an IgG1 receptor that leads to the recruitment of phosphatases like SHP1/2; and (b) warrant further studies that can conclusively determine the mechanisms *via* which IgG1-IC signals are transduced. While this proposed mechanism cannot exclude other possibilities (e.g., IgG1-ICs may directly interfere with CD3/TCRζ ITAM signaling by recruiting a phosphatase that directly attenuates TCR ITAM or Zap70 phosphorylation), it can explain why IgG1-ICs (a) did not significantly impair memory T cell proliferation, which do not stringently require CD28 co-stimulation like naïve T cells do; but (b) severely diminished cytotoxic potential which is amplified by CD28 signaling (70, 73).

Finally, we sought to (a) illuminate the expression profile of receptors that could bind antibodies in various T cell subsets/states (memory/disease) and (b) utilize that insight to surmise which IgG1 receptors could theoretically be mediating IgG1-IC effects in naïve and cytotoxic memory T cells. Consistent with recent reports (19, 20, 24, 25), we demonstrated that differentiated memory T cells displayed FcγRIIb and FcγRIII on the cell surface. Memory T cells also expressed transcripts for complement (C3AR1) and other nc-FcRs (FcRn, TRIM21, FcϵRII, and FcμR). While IgG1-IC-stimulated, activated naïve T cells (StimT) differentially expressed more FCGR3A transcripts, activated IgG1-IC-inhibited (InhT), activated control (Fc5T), and resting naïve T cells did not express FCGR transcripts. Instead, InhT cells expressed transcripts for (a) IgG-binding nc-FcRs (FcRn, TRIM21, MRC2, and DCIR); (b) the IgM receptor FcμR; and (c) complement receptors CR1, CR2, C3AR1, and C5AR1. Also, while naïve T cells clearly upregulated FcγRII surface display upon differentiation *in vivo*, resting naïve T cells did not display appreciable FcγR protein, and we were unable to conclusively demonstrate upregulation of FcγRII or FcγRIII surface display upon *in vitro* activation due to a concomitant increase in isotype staining.

Moreover, our results indicated that only WT IgG1-, but not IgA1-, IgE-, or Fc5 IgG1-ICs inhibited naïve T cell proliferation. Accordingly, the involvement of most aforementioned receptors can be excluded by elimination since (a) TRIM21 is an intracellular, stimulatory receptor that binds IgG, IgA, and IgM (9); (b) FcϵRII binds IgE but not human IgG1 (9); (c) IgM and IgG1 [and to a much lesser extent IgA (81)] are potent complement mediators; however, our cultures utilized heat-inactivated fetal bovine serum (Gibco) which is established to lack complement activity (82); (d) FcμR does not bind IgG1 (9); and (e) Fc5-IgG1 binds FcRn comparably to WT IgG1 (42). As for the remaining nc-FcRs, MRC2 reportedly binds agalactosyl-IgG (11) and possibly IgA (83); whereas DCIR binding to IgG is unclear (84). Therefore, while a cooperative or synergistic role cannot be excluded for other receptors discussed in (a)-(e) (e.g., despite the use of heat-inactivated FBS, we cannot completely rule out that some of the reported effects may be, at least in part, mediated by IgG1-ICs *via* complement receptors due to minute quantities of residual fetal bovine serum complement components), FcγRs, MRC2, DCIR, and/or a novel unidentified IgG1 receptor could theoretically be responsible for observed IgG1-IC effects in naïve and/or memory T cells.

In summary, our study clearly demonstrated that IgG1-ICs can profoundly and directly influence naïve and memory T cells, clarifying that both subsets express IgG1 receptors. We also demonstrate that T cells express various receptors such as FcγRs, complement receptors, FcRn, and FcμR that could theoretically link their responses to B cell immunity *via* antibodies in the context of immune complexes. While our studies do not conclusively identify the culprit IgG1 receptor(s), our observed IgG1-IC effects foretell that IgG-ICs, IgM-ICs, and complement may also modulate T cell function *in vivo*. Thus, investigating potential antibody-receptor/IC-mediated clinical effects and employing gene-editing technologies to specifically identify all antibody receptors that may regulate T cells are highly warranted. Understanding how ICs influence T cells (e.g. within solid tumor microenvironments) can guide our therapeutic designs. Further, appreciating T cell-IC-antibody-receptor interactions may illuminate (a) the engineering of therapeutic T cells (e.g. CAR-T cells) and (b) interpretation of clinical outcomes and correlations with patient starting material and disease characteristics (85, 86).

## Data Availability Statement 

The RNA-Seq data generated in this study are deposited in the NCBI repository (https://www.ncbi.nlm.nih.gov/) under the accession number GSE166445.

## Ethics Statement

The studies involving human participants were reviewed and approved by Institutional Review Board (IRB) at the University of Texas at Austin. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Institutional Animal Care and Use Committee (IACUC) at the University of Texas at Austin.

## Author Contributions

WC, MD, and GG conceived and designed the research. WC,MD, MR, JM, SS, DG, KK, and JK performed experiments. WC, HS,and VI analyzed data. WC and GG wrote the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the Clayton Foundation, the National Institute of Health (NIH U01AI148118), and The University of Texas at Austin.

## Conflict of Interest

WC is employed by Juno Therapeutics a Bristol-Myers Squibb Company; HS is employed by Genentech; and MD is employed by Incyte Corporation. None of the work reported here is supported by or affiliated with these organizations.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

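RNA-Seq libraries of naïve CD8+ T cells were analysed for 3 fractions. InhT and StimT, the undivided and the most divided cells of cultures with IgG1-ICs, came from 3 donors, and Fc5T, unsorted cells of cultures with Fc5 IgG1-ICs, from 2 of them, with a technical duplicate of each sample. The samples were mapped from the sample labels and the methods of the paper. The paper left out 2 of the 16 libraries, both of InhT, for lower mapping rates and as outliers in a principal component analysis. The 14 libraries that it used were analysed first, and all 16 as an alternative.

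The deposited values are estimated counts per gene and library, not normalized. Before depositing them, the authors trimmed adapters with cutadapt, aligned read pairs to GRCh38 with HISAT, whose versions are not given in the sources used here, and counted fragments per gene name with featureCounts 1.5.0-p1 on GENCODE 27. The count was stranded, and a fragment that aligned to several places gave each place a fraction, so near-identical genes share reads and some counts are not whole. Positions are those of the deposited files. Gene names placed on more than 1 chromosome (173 of 56609) have no position here. Before any test 513 genes were left out because the donors are people. RNA-Seq of resting T cell subsets from another study, which the paper also uses, was not analysed here.

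Total counts ranged from 1141004 to 52021421 per library. Counts of duplicates were summed per donor and fraction and rounded to whole numbers, because the donor is the replicate. Differences were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling, filterByExpr with a count minimum of 10, which left 20168 genes, and 1 fit over all 3 fractions without a donor term. A DEG has a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper, which used DESeq2. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. TPM were computed from the counts and the gene lengths beside them. CPM of the left-out libraries are relative to the raw total count, without TMM scaling, unlike the fraction means. A count of 0 was taken to allow up to 3 counts, and ratios of counts of 1 to 3 have exact intervals at 95%.

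Lists of genes, 31 in all, were written from general knowledge and from the markers that the paper discusses. The 23 pathway lists cover naïve quiescence, recent thymic emigrants, memory progenitors, cytotoxic effectors, inhibitory receptors, activation markers, chemokine receptors, cytokines, anergy, T cell receptor and CD28 signalling, PI3K, AKT and mTOR components, metabolic targets of mTORC1, MYC and ribosome biogenesis, oxidative phosphorylation, glycolysis, reactive oxygen species, Wnt and β-catenin, cadherin adhesion, DNA replication, mitosis, cholesterol synthesis, interferon response, and antibody and complement receptors. The other lists hold mitochondrially encoded genes and markers of monocytes, B cells, NK cells, CD4 T cells, γδ T cells, platelets and red cells, and dendritic cells. Pathway lists were tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 138 pairs of list and contrast (23 lists and 6 contrasts). With the correlation estimated from the data, no list was called. Whether that setting can call a list with so few sums was not tested on simulated counts. A call lost there does not show that a list is unchanged.

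The samples, lists, tests, alternatives and the rule for naming genes were set before the data were examined, apart from the fit with StimT replicate 2 from its first library only, the test of the respiratory chain list as fitted under each scaling, the count of single markers in the left-out libraries and the count of genes shared at an unadjusted p. The genes named are those in the RNA-Seq text and Fig. 4F of the paper and the receptors that it discusses. For each comparison they include up to 10 DEGs of largest increase and 10 of largest decrease, with donor sums that do not overlap, a mean log2 CPM of at least 3 and a symbol that is not of a clone, a long noncoding RNA, a microRNA or a receptor segment. Within a list the 4 members with the smallest p are named as well. CD3E, CD8A and other genes outside the rule were chosen after their values were seen, among them called members of lists and the markers printed for other cell types.

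Donors pair the samples, since the paper and the labels give the donor of each. Deviations of sums from their fraction's mean had a correlation of 0.176 to 0.528 in the 7 pairs from the same donor and of -0.528 to 0.206 in the 14 other pairs. Deviations cancel within a fraction, and those of Fc5T mirror each other. Values in the other pairs are therefore partly fixed by those in the pairs from the same donor. The fit with donors as a block was run as an alternative. Values of some genes are not reported here. Other alternatives took each library as a replicate (edgeR and DESeq2 1.42.0), DESeq2 on donor sums, limma-voom with a correlation between duplicates, all 16 libraries, RLE, total count and upper-quartile scaling, no filter or at least 10 counts in every sum, other fold change limits, only the fractions compared, unrounded counts, leaving out each donor sum, and for lists an estimated correlation and fgsea 1.28.0. Leaving out a sum of Fc5T leaves 1, which is then assumed to vary like the other fractions.

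The procedure was tested on simulated counts with the means and totals of these sums, over 19289 genes that passed the filter. For StimT against InhT, edgeR called 31 of 50 genes simulated at a log2 fold change of -3, 29 of 50 at 3, 1 of 50 at -1 and 0 of 50 at 1. For InhT against Fc5T the calls were 27 of 50 at -3, 24 of 50 at 3, 0 of 50 at -1 and 0 of 50 at 1. Among the unchanged genes it called 3 in each comparison. Of 20 random lists camera called 0 at the preset correlation, and the estimated one was not tried there. The simulated genes varied independently, so this says nothing of lists whose genes vary together.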

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

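The count of single markers in the left-out libraries was chosen as a test only after the medians of the marker lists were seen. The 10 most abundant genes took 9.92% of the counts of duplicate 1 of InhT replicate 2, a library that the paper left out, and 6.26% to 7.54% in the other 5 InhT libraries, a gap beyond Dixon's limit. Chance flags about 1 in 20 of such tests, of which 12 were run with 1 flag.

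Both left-out InhT libraries stood apart from the other InhT libraries. Low depth alone is argued against, since the duplicate of each, thinned to its total count, kept a rank correlation with the other InhT libraries of 0.871 for replicate 1 and 0.899 for replicate 2 (medians of 20 draws), against 0.441 and 0.643 in the left-out libraries. Cells of another type may account for part of the pattern in replicate 1, where the 6 markers of CD4 T cells had the highest median of the marker lists, 17.5 CPM against 1.97 CPM in InhT, among them CD4 (57 counts, 50.0 CPM, against 0.262 CPM), CTLA4 (25.4 CPM against 13.5) and ZBTB7B (13.2 CPM against 27.5), while CD40LG and FOXP3 had 0 counts. ZBTB7B and CTLA4 also reach 10 CPM in the InhT samples, a CD8 selection would remove CD4 cells, the paper's negative selection depletes cells with CD14, CD16 or CD56, and 12 of the 53 markers, from 6 of the lists and with VCAN of monocytes (62.2 CPM) and BANK1 of B cells (59.6 CPM) among them, reached 10 CPM and 4 times the InhT mean, so the type stays open. In replicate 2 no marker list had a median above 4.11 CPM, but 1 of the 53 markers reached these limits. FCGR3A, a gene of NK cells and monocytes outside the lists, stood at 25.7 CPM there, which leaves such cells open despite that selection. The InhT means include the kept duplicate of each left-out library and held CD4 at 0.262, VCAN at 0.0793 and BANK1 at 0.0319 CPM. For replicate 1, cells with these markers would thus have to be in 1 duplicate alone. No biological explanation was tested. Of the levels in this paragraph, only the InhT median of 1.97 CPM is TMM-scaled, and the others are relative to the raw total.

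Genes that the paper does not discuss stood apart in InhT against the mean of StimT and Fc5T. The 28 DNA replication genes ranked lower, with a median log2 fold change of -1.71 and adjusted p = 2.52e-05 in camera (adjusted p = 0.691 with an estimated correlation). For the 28 mitosis genes the median was -2.02, with adjusted p = 5.11e-08 in camera (adjusted p = 0.641 with an estimated correlation). InhT were sorted as undivided cells and StimT as the most divided, so the direction of both lists is not independent of the sort. The 21 cholesterol synthesis genes had a median of -1.37 and adjusted p = 6.12e-11 in camera (adjusted p = 0.610 with an estimated correlation). The 26 interferon response genes ranked higher, with a median of 0.64 and adjusted p = 0.0336 in camera (adjusted p = 0.774 with an estimated correlation). They were not called in camera at 0.149 against Fc5T alone, 0.0535 over all 16 libraries, 0.0522 with scaling by the total count only, 0.830 without InhT replicate 3 with the opposite direction, 0.0736 without StimT replicate 1 and 0.0579 without StimT replicate 2. With donors as a block, at the preset correlation, the adjusted p in camera was 9.71e-04 against Fc5T alone and 3.08e-04 against the mean of StimT and Fc5T.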

How the results depend on the processing

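The fit with StimT replicate 2 from its first library only was chosen as a test only after the data were seen. DEG counts, in the order StimT against InhT, InhT against Fc5T, StimT against Fc5T and the shared region, were 692, 100, 0 and 86. With another unit of replication or tool they became 4105, 4003, 1282 and 2035 with libraries as replicates in edgeR (686 and 100 kept), 5155, 5101, 2242 and 2486 with libraries as replicates in DESeq2 (692 and 100 kept), 2883, 2396, 107 and 1269 with DESeq2 on donor sums (692 and 100 kept) and 1792, 1513, 0 and 794 with limma-voom with correlated duplicates (605 and 98 kept), where kept gives how many of the 692 and 100 genes were still called. In edgeR they became 4224, 1811, 4 and 1433 with donors as a block (692 and 100 kept), 269, 41, 0 and 33 with all 16 libraries (269 and 41 kept), 1173, 543, 3 and 343 with all 16 libraries as replicates (401 and 57 kept), 1481, 201, 0 and 176 with scaling by the total count only (653 and 90 kept), 1207, 102, 0 and 88 with upper-quartile scaling (667 and 79 kept), 2903, 2477, 406 and 1430 with no filter on low counts (683 and 100 kept), 1281, 294, 0 and 230 with at least 10 counts in every sum (565 and 88 kept) and 556, 1056, 0 and 239 with only the fractions compared (519 and 100 kept). Changes within 1.5 times came from 973, 125, 0 and 105 with RLE size factors (692 and 100 kept), 692, 100, 0 and 86 with the adjusted p alone (692 and 100 kept), 682, 100, 0 and 85 with a fold change of at least 2 (682 and 100 kept), 712, 100, 0 and 86 with unrounded counts (692 and 100 kept) and 495, 72, 0 and 58 with StimT replicate 2 from its first library only (475 and 71 kept). Without 1 donor sum the counts ran 42 (without InhT replicate 1) to 1103 (without InhT replicate 3), 0 (without Fc5T replicate 1) to 541 (without StimT replicate 2), 0 in each, and 0 to 219. The filters change how many genes are tested. For libraries as replicates in edgeR, donor spread that duplicates share may give a part of the added calls, with a median of 330 in simulations with no difference, and the cause of the other changes was not tested. Total-count scaling moved the median log2 fold change of all genes to -0.31, 0.40 and 0.08 in the 3 comparisons, upper-quartile scaling to -0.18, 0.30 and 0.10, and InhT against Fc5T had 0.11 with only the fractions compared, 0.12 with all 16 libraries and 0.14 without Fc5T replicate 1 or 3. The median of the respiratory chain list for StimT relative to InhT was 1.06, and 0.77 with total-count scaling.

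Lists called by camera at the preset correlation lost the call with an estimated correlation, with adjusted p in StimT against InhT 0.610 for oxidative phosphorylation; in InhT against the rest 0.771 for naïve quiescence, 0.572 for memory progenitors, 0.610 for cytotoxic effectors, 0.610 for inhibitory receptors, 0.572 for activation markers, 0.691 for DNA replication, 0.641 for mitosis, 0.610 for cholesterol synthesis, 0.633 for TCR and CD28 signalling, 0.774 for interferon response and 0.572 for receptors; in StimT against the rest 0.572 for memory progenitors, 0.633 for MYC targets, 0.610 for oxidative phosphorylation, 0.631 for reactive oxygen species and 0.610 for Wnt and β-catenin; in Fc5T against the rest 0.723 for glycolysis, 0.610 for mTORC1 targets and 0.610 for cadherin adhesion. Chemokine receptors and cytokines, not called in InhT against the rest, had 0.655 and 0.653 in camera with an estimated correlation, which was run with no other change. Settings that changed other list results, at the adjusted p in camera or fgsea given, were donors as a block (recent thymic emigrants turned at 0.899, chemokine receptors gained at 0.0298 and receptors lost at 0.0586), all 16 libraries (naïve quiescence lost at 0.0643, anergy turned at 0.812 and interferon response lost at 0.0535), RLE (PI3K, AKT and mTOR components turned at 0.957), total-count scaling (chemokine receptors gained at 0.0326, cytokines gained at 0.0301, TCR and CD28 signalling lost at 0.0996, interferon response lost at 0.0522, receptors lost at 0.0593 and PI3K, AKT and mTOR components turned at 0.592), upper-quartile scaling (cytokines gained at 0.0367 and PI3K, AKT and mTOR components turned at 0.831) and fgsea (naïve quiescence lost at 0.0566, anergy turned at 0.902, receptors lost at 0.0832 and PI3K, AKT and mTOR components turned at 0.664). Of 249 results of named genes the block gained 123 and lost 0, and of the list results that stand at no claim it gained 8, lost 5 and turned 8. Leaving out 1 donor sum gave adjusted p in camera of 0.00330 to 0.15 for naïve quiescence, 0.403 to 0.886 for recent thymic emigrants, 0.0403 to 0.356 for chemokine receptors, 0.0209 to 0.148 for cytokines, 0.492 to 0.994 for anergy, 8.11e-06 to 0.830 for interferon response, 0.00485 to 0.364 for receptors, 0.669 to 0.972 for PI3K, AKT and mTOR components and 1.34e-07 to 0.238 for glycolysis, with the other list results that stand at a claim on the same side of the threshold and in the same direction. Of the list results at no claim, 1 to 11 were gained, 2 to 15 lost and 2 to 13 turned when 1 sum was left out. The cause was not tested.

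Of 249 results of named genes (220 to 249 where some were not tested), 138 gained with libraries as replicates in edgeR, 153 gained with libraries as replicates in DESeq2, 113 gained with DESeq2 on donor sums, 4 lost and 96 gained with limma-voom with correlated duplicates, 35 lost and 2 turned with all 16 libraries, 18 lost, 47 gained and 11 turned with all 16 libraries as replicates, 7 gained with RLE size factors, 4 lost and 15 gained with scaling by the total count only, 5 lost and 15 gained with upper-quartile scaling, 127 gained and 1 turned with no filter on low counts, 33 gained and 1 turned with at least 10 counts in every sum, 1 lost with a fold change of at least 2, 8 lost and 44 gained with only the fractions compared and 16 lost with StimT replicate 2 from its first library only, and none changed with the adjusted p alone or unrounded counts. Without 1 donor sum, 18 to 63 were lost and 0 to 34 gained. Log2 fold changes that turned, for StimT relative to InhT, were FCGR3A (-0.75 over all 16 libraries and -2.37 with these as replicates), ENTPD1 (-0.068 with at least 10 counts in every sum), and with all 16 as replicates CCR4 (-1.16), CCR8 (-2.56), PRDX5 (-0.44) and TXN2 (-0.037). For InhT relative to Fc5T they were LEF1 (-0.091 over all 16 libraries, -0.32 with these as replicates, -0.006 without a filter, and -0.14 to 0.11 without 1 donor sum), and with all 16 as replicates CCR4 (1.54), CCR8 (2.86), EXOSC7 (0.12), GPX4 (0.28) and TXN2 (0.14). GZMA in StimT relative to Fc5T ran -0.45 to 3.52 without 1 donor sum. Of 45 TPM values 8 moved by over 1 SD with all 16 libraries, all in InhT, to 508 for CD3E, 2.71 for the FCGR2 genes, 7.73 for the FCGR3 genes, 0.268 for FCER2, 257 for FCMR, 5.58 for MRC2, 1.38 for CR1 and 1.08 for CD93, and none moved with the mean over libraries. At this depth the ratio of FCER2 between Fc5T and InhT, from 17 and 2 counts, has a 95% counting interval of 2.79 to 105. In simulated counts log2 changes of -1 were called for 1 of 50 genes between StimT and InhT and 0 of 50 between InhT and Fc5T, so changes of that size mostly escape the test.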

Differences from the paper's values

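No test in this part was chosen only after its result was seen. The paper's reported number of DEGs in the region shared by InhT against Fc5T and StimT against InhT is 2032, and the donor sums gave 86 in edgeR at the same thresholds. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's at 2035 with libraries as replicates in edgeR, 2486 with libraries as replicates in DESeq2, 1433 with donors as a block and 1430 with no filter on low counts. It did not at DESeq2 on donor sums (1269), limma-voom with correlated duplicates (794), all 16 libraries (33), all 16 libraries as replicates (343), RLE size factors (105), scaling by the total count only (176), upper-quartile scaling (88), at least 10 counts in every sum (230), the adjusted p alone (86), a fold change of at least 2 (85), only the fractions compared (239) and unrounded counts (86), nor when 1 donor sum was left out (0 to 219). The paper names DESeq2 as its tool.

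For InhT against Fc5T the paper has about 4800 DEGs in Fig. 5A, read by eye as a sum of regions, and edgeR on donor sums called 100. The difference closes at 4003 with libraries as replicates in edgeR and 5101 with libraries as replicates in DESeq2, and stays at DESeq2 on donor sums (2396), limma-voom with correlated duplicates (1513), donors as a block (1811), all 16 libraries (41), all 16 libraries as replicates (543), RLE size factors (125), scaling by the total count only (201), upper-quartile scaling (102), no filter on low counts (2477), at least 10 counts in every sum (294), the adjusted p alone (100), a fold change of at least 2 (100), only the fractions compared (1056) and unrounded counts (100) and without 1 donor sum (0 to 541). For StimT against InhT the paper has about 3800 in Fig. 5A, read by eye, and edgeR called 692. That gap closes at 4105 with libraries as replicates in edgeR, 5155 with libraries as replicates in DESeq2, 2883 with DESeq2 on donor sums, 4224 with donors as a block and 2903 with no filter on low counts, and stays at limma-voom with correlated duplicates (1792), all 16 libraries (269), all 16 libraries as replicates (1173), RLE size factors (973), scaling by the total count only (1481), upper-quartile scaling (1207), at least 10 counts in every sum (1281), the adjusted p alone (692), a fold change of at least 2 (682), only the fractions compared (556) and unrounded counts (712) and without 1 donor sum (42 to 1103). For StimT against Fc5T the paper has about 1700 in Fig. 5A, read by eye, and edgeR called 0 (1591 at an unadjusted p under 0.05). Within 1.5 times came 1282 with libraries as replicates in edgeR and 2242 with libraries as replicates in DESeq2, and not DESeq2 on donor sums (107), limma-voom with correlated duplicates (0), donors as a block (4), all 16 libraries (0), all 16 libraries as replicates (3), RLE size factors (0), scaling by the total count only (0), upper-quartile scaling (0), no filter on low counts (406), at least 10 counts in every sum (0), the adjusted p alone (0), a fold change of at least 2 (0), only the fractions compared (0) and unrounded counts (0) or any fit without 1 donor sum (0 in each).

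In Fig. 6A, read by eye, the paper's CD3E stands at about 360 TPM in InhT, about 330 TPM in StimT and about 340 TPM in Fc5T, and the values from the deposited counts are 600.1, 519 and 551 TPM. FCMR stands at about 200 TPM in InhT and about 57 TPM in Fc5T there, against 356 and 96.1 TPM. TRIM21 stands at about 57 TPM in InhT, about 35 TPM in StimT and about 34 TPM in Fc5T in Fig. 6A, against 87.6, 54.8 and 56.3 TPM. With all 16 libraries the InhT values came within 1.5 times of the paper's, at 508 TPM for CD3E, 257 TPM for FCMR and 69.1 TPM for TRIM21, while those of StimT and Fc5T stayed apart, since both left-out libraries are of InhT. With the mean over libraries all of them stayed apart. The paper's TPM come from TPMCalculator. Of the 28 genes that the paper says reached its minimum, 26 did, and CR1 and CXCR1 did with all 16 libraries. Both then reached it in InhT alone, through the left-out libraries.

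The paper's statements on direction cover 52 pairs of gene and comparison, and all 52 had the paper's direction. Of these, edgeR without a donor term called 6, CR2, ITGAM, ITGAX, CXCR3, ITGA4 and EOMES, each for StimT against InhT (35 with donors as a block). An unadjusted p under 0.10, the limit of the paper for genes that are not DEGs, held for 44 of the 52. It did not for PTK7, TCF7 and LEF1 in InhT against Fc5T, for IL2RB in StimT against InhT, and for ITGA4, FCGR3A, GZMA and ITGAX in StimT against Fc5T. Over all 16 libraries 3 were called and 2 had the other direction, FCGR3A for StimT against InhT and LEF1 for InhT against Fc5T.

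Of the 46 pairs not called, 35 were called with libraries as replicates in DESeq2, 30 with libraries as replicates in edgeR, 29 with donors as a block, 29 with no filter on low counts, 21 by DESeq2 on donor sums and 18 by limma-voom. All 6 called BCL2L1, BTLA, CR2, IL2RB, ITGAL, ITGAX, LAG3 and TBX21 for InhT against Fc5T and BCL2L1, FOXO1, ITGAL, PRF1 and TBX21 for StimT against InhT. 5 of the 6, not limma-voom, called CR1, IFNG and ITGAM for InhT against Fc5T and GZMB and LAG3 for StimT against InhT. 5 of the 6, not edgeR without a filter, called EOMES for InhT against Fc5T and PRKCQ for StimT against InhT. 5 of the 6, not DESeq2 on sums, called GZMB for InhT against Fc5T. IFNG for StimT against InhT was called by DESeq2 on libraries, edgeR on libraries, edgeR with the block and edgeR without a filter. CR1 for StimT against InhT was called by DESeq2 on libraries, edgeR on libraries, edgeR without a filter and DESeq2 on sums. FAS for InhT against Fc5T was called by DESeq2 on libraries, edgeR on libraries, edgeR without a filter and limma-voom. PTK7 for StimT against InhT was called by DESeq2 on libraries, edgeR with the block, edgeR without a filter and limma-voom. CXCR1, FCGR3A and GZMA for StimT against InhT were called by DESeq2 on libraries, edgeR with the block and edgeR without a filter. ITGAM for StimT against Fc5T was called by DESeq2 on libraries, edgeR on libraries and edgeR without a filter. NFKB1 for StimT against InhT was called by DESeq2 on libraries, edgeR on libraries and edgeR with the block. CXCR3 for StimT against Fc5T and NFKB1 and TSC1 for InhT against Fc5T were called by DESeq2 on libraries and edgeR on libraries. FAS for StimT against InhT was called by edgeR with the block alone. FOXO1 for InhT against Fc5T was called by DESeq2 on libraries alone. GZMA for StimT against Fc5T was called by edgeR without a filter alone. FOXO1 for StimT against InhT was also called with RLE, total-count and upper-quartile scaling. With all 16 libraries as replicates the calls gained were CR1, GZMB, ITGAL, LAG3 and TBX21 for InhT against Fc5T and GZMB, ITGAL, PRF1, PRKCQ and TBX21 for StimT against InhT. With only the fractions compared the calls gained were BTLA, CR1, CR2, ITGAL, ITGAX, LAG3 and TBX21 for InhT against Fc5T. With at least 10 counts in every sum the calls gained were FOXO1, PRF1 and PRKCQ for StimT against InhT. Without StimT replicate 2 the calls gained were CR1, CR2, ITGAX, LAG3 and TBX21 for InhT against Fc5T and TBX21 for StimT against InhT. Without StimT replicate 3 the calls gained were BTLA, CR1, CR2, ITGAX and TBX21 for InhT against Fc5T. Without InhT replicate 3 the calls gained were BCL2L1 and PRF1 for StimT against InhT. No setting called BTLA and IL2RB for StimT against InhT, FCGR3A, ITGA4 and ITGAX for StimT against Fc5T and LEF1, PRKCQ, PTK7 and TCF7 for InhT against Fc5T.

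For gene sets, the lists used here are not the paper's sets. The paper states that a hallmark set of PI3K, AKT and mTOR signalling was enriched in StimT, and the list of its components had a median log2 fold change of 0.04 (adjusted p = 0.953 in camera). It states the same of Wnt and β-catenin signalling in InhT, where the list had a median of -0.04 (adjusted p = 0.244 in camera), while the same list ranked lower in StimT (adjusted p = 0.00159 in camera, adjusted p = 0.610 with an estimated correlation). It also has a set of genes from dysfunctional T cells with active NFAT higher in InhT, where the anergy list had a median of 0.02 (adjusted p = 0.894 in camera). Lists that went the paper's way at the preset correlation were MYC targets, reactive oxygen species and oxidative phosphorylation in StimT and glycolysis, mTORC1 targets and cadherin adhesion in Fc5T. Each of these lost the call in camera with an estimated correlation (adjusted p of 0.610 to 0.723). That setting called no list at all, and whether it could call one with so few sums was not tested. The lost calls therefore do not show that these lists are unchanged.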

Other observations

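The fold change of the respiratory chain list as fitted under each scaling was chosen as a test only after its result was seen. Cholesterol synthesis genes were lower in InhT than in Fc5T, with 4 of 21 called, FDFT1, SQLE, MVD and MSMO1, and 0 of 21 with a positive log2 fold change (19 lower when adjusted over the list alone, 18 with donors as a block, and 3 over all 16 libraries). FDFT1, the squalene synthase gene, stood at 96.5 ± 22.5 CPM (SD, n = 3) in InhT, 186 ± 34.1 CPM (SD, n = 3) in StimT and 406 ± 26.2 CPM (SD, n = 2) in Fc5T, with a log2 fold change of InhT relative to Fc5T of -2.07 (standard error 0.27, adjusted p = 0.0299 in edgeR). SQLE, the squalene epoxidase gene, gave -2.95 (standard error 0.43, adjusted p = 0.0367 in edgeR), MSMO1, a sterol demethylation gene, -2.57 (standard error 0.35, adjusted p = 0.0319 in edgeR) and MVD, which encodes a mevalonate decarboxylase, -1.51 (standard error 0.23, adjusted p = 0.0371 in edgeR, or 0.0900 over all 16 libraries). MVD was the member that edgeR called for StimT relative to InhT, with 0.93 (standard error 0.20, adjusted p = 0.0454 in edgeR, or 0.133 over all 16 libraries) (12 higher over the list alone, 12 with donors as a block). Of the 4 calls against Fc5T the number kept was 0 without Fc5T replicate 1 or 3, InhT replicate 1 or 2 or StimT replicate 1 and 2 without InhT replicate 3, and the call of MVD between StimT and InhT ended whichever donor sum was left out (adjusted p in edgeR of 0.0571 to 0.169).

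All 28 mitosis genes had a positive log2 fold change for StimT relative to InhT and 0 had one for InhT relative to Fc5T, as had the 28 DNA replication genes. The sort took undivided cells as InhT and the most divided ones as StimT. For mitosis edgeR called 0 between StimT and InhT (0 over the list alone, 10 with the block, 10 higher at an unadjusted p under 0.05, 7 higher in DESeq2 on donor sums, 0 in limma-voom) and 0 between InhT and Fc5T (25 over the list alone, 16 with the block, 25 lower at an unadjusted p under 0.05, 22 lower in DESeq2 on donor sums, 16 lower in limma-voom). For DNA replication edgeR called 0 between StimT and InhT (2 over the list alone, 9 with the block, 3 higher at an unadjusted p under 0.05, 2 higher in DESeq2 on donor sums, 2 higher in limma-voom) and 0 between InhT and Fc5T (0 over the list alone, 7 with the block, 7 lower at an unadjusted p under 0.05, 4 lower in DESeq2 on donor sums, 4 lower in limma-voom). CENPE, a motor protein gene of the kinetochore, stood at 30.8 ± 17.6 CPM (SD, n = 3) in InhT, 144 ± 96.7 CPM (SD, n = 3) in StimT and 244 ± 22.3 CPM (SD, n = 2) in Fc5T, and InhT relative to Fc5T gave -2.99 (standard error 0.68, adjusted p = 0.0795 in edgeR, or 0.0109 with donors as a block). UNG, a uracil DNA glycosylase gene, gave 1.59 (standard error 0.37, adjusted p = 0.0510 in edgeR, or 0.00272 with donors as a block) for StimT relative to InhT. CENPE passed without StimT replicate 2 or 3 (adjusted p of 0.0242 or 0.0483 in edgeR) and UNG without InhT replicate 3 or StimT replicate 2 (0.0358 or 0.0425 in edgeR). In the interferon list edgeR called 0 of 26 between StimT and InhT (0 over the list alone, 9 lower with the block, 5 lower at an unadjusted p under 0.05, 3 lower in DESeq2 on donor sums, 5 lower in limma-voom) and 0 between InhT and Fc5T (0 over the list alone, 5 higher with the block, 2 higher at an unadjusted p under 0.05, 1 higher in DESeq2 on donor sums, 0 in limma-voom). IRF9, a signal mediator of interferons, stood at 33.0 ± 11.9 CPM (SD, n = 3) in InhT and 13.6 ± 1.52 CPM (SD, n = 3) in StimT, a log2 fold change of -1.27 (standard error 0.31, adjusted p = 0.0559 in edgeR, or 0.0182 with donors as a block).

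Median levels of markers of other cell types were low in the libraries that the paper used, though single markers were not. Averaged over all sums, 2 B cell, 1 NK cell, 2 CD4 T cell, 2 γδ T cell and 1 dendritic cell genes reached 10 CPM. Of the monocyte genes and of the platelet and red cell genes 0 did. Median levels in InhT, StimT and Fc5T were 0.0167, 0.0302 and 0.0242 CPM for 9 monocyte genes, 0.242, 0.318 and 0.370 CPM for 8 B cell genes, 0.166, 0.0535 and 0.0242 CPM for 9 NK cell genes and 1.65, 3.53 and 2.48 CPM for 6 γδ T cell genes. For the 6 CD4 T cell genes StimT and Fc5T had medians of 5.95 and 7.41 CPM. The 8 platelet and red cell genes and the 7 dendritic cell genes had a median of 0 in each fraction and in both left-out libraries. The left-out libraries of InhT replicates 1 and 2 had medians of 4.38 and 0 CPM for B cell genes, 0 and 1.33 CPM for γδ T cell genes, and 0 and 0 CPM for monocyte and for NK cell genes. Mitochondrially encoded genes had medians of 2819, 6197 and 4316 CPM in InhT, StimT and Fc5T, and 1041 and 1921 CPM in the left-out libraries.

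Many more genes were called when each library counted as a replicate, 4105 against 692 for StimT and InhT in edgeR. In simulated counts with no difference between fractions and the donor spread of these samples, edgeR on libraries called a median of 330 genes and DESeq2 1030 (3 simulations), while edgeR on donor sums called 0 (20 simulations), DESeq2 on sums 28 and limma-voom on libraries 26. A part of the added calls may therefore come from donor spread that duplicates share. The simulation drew each sum independently, without a donor effect shared between fractions, and let duplicates differ by counting error only. Its numbers of calls may therefore differ from those that real duplicates would give. The simulated calls stay below the added ones, and the fit with donors as a block, which does not count duplicates, called 4224. A difference between the fractions thus stays open for the rest.

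Respiratory chain genes ranked higher in StimT than in InhT, with 5 of 57 called by edgeR and adjusted p = 3.25e-19 in camera (adjusted p = 0.610 with an estimated correlation). Of the 5 calls 0 were kept without InhT replicate 1 or 2 or StimT replicate 1, 1 without Fc5T replicate 3 or StimT replicate 2 or 3, 2 without Fc5T replicate 1 and 4 without InhT replicate 3. Gene length as the whole cause is argued against, because the list's median log2 fold change of 1.06 exceeded the median of 0.45, the 95th percentile of 0.63 and the highest value of 0.87 of 10000 lists matched on length and expression. A part may be shared with such genes, given their median of 0.45. Length and fold change had a Spearman correlation of -0.345 over the 9932 genes with a mean log2 CPM above 3, and of 0.00982 over all genes. The matched lists were drawn gene by gene, so their genes need not vary together as those of a pathway may. Scaling as the whole cause is argued against too, since the lowest median over the scalings was 0.77 (total count only), with an SD of 0.15 between scalings and 56 of 57 genes positive in each, while the distance from the median of all genes, at least 1.05, decides nothing because shifts of all genes cancel in it. The difference in division state that the sort made remains as a biological hypothesis, untested here apart from these checks.

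The 6 sums of InhT and StimT can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. The real division called 692 genes, the highest of the others called 153, and 1 of the 10, the real one, reached 692. The 3 other divisions that part the sums of every donor called 0. The other 6 part the sums of 1 donor, and of these 5 called 0 and 1 called 153.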
